# CXCL12 and MYC control energy metabolism to support adaptive responses after kidney injury

**DOI:** 10.1038/s41467-018-06094-4

**Published:** 2018-09-10

**Authors:** Toma A. Yakulov, Abhijeet P. Todkar, Krasimir Slanchev, Johannes Wiegel, Alexandra Bona, Martin Groß, Alexander Scholz, Isabell Hess, Anne Wurditsch, Florian Grahammer, Tobias B. Huber, Virginie Lecaudey, Tillmann Bork, Jochen Hochrein, Melanie Boerries, Justine Leenders, Pascal de Tullio, François Jouret, Albrecht Kramer-Zucker, Gerd Walz

## Abstract

Kidney injury is a common complication of severe disease. Here, we report that injuries of the zebrafish embryonal kidney are rapidly repaired by a migratory response in 2-, but not in 1-day-old embryos. Gene expression profiles between these two developmental stages identify *cxcl12a* and *myca* as candidates involved in the repair process. Zebrafish embryos with *cxcl12a*, *cxcr4b*, or *myca* deficiency display repair abnormalities, confirming their role in response to injury. In mice with a kidney-specific knockout, *Cxcl12* and *Myc* gene deletions suppress mitochondrial metabolism and glycolysis, and delay the recovery after ischemia/reperfusion injury. Probing these observations in zebrafish reveal that inhibition of glycolysis slows fast migrating cells and delays the repair after injury, but does not affect the slow cell movements during kidney development. Our findings demonstrate that *Cxcl12* and *Myc* facilitate glycolysis to promote fast migratory responses during development and repair, and potentially also during tumor invasion and metastasis.

## Abstract (web summary)

Injuries in the embryonal kidney can be repaired by a cell migratory response but how this is regulated at a molecular level is unclear. Here, the authors show in mice that deletion of *Cxcl12* and *Myc* delays pronephros injury repair by changing mitochondrial metabolism and glycolysis.

## Introduction

Zebrafish are equipped with a fully functional kidney (pronephros) to maintain electrolyte and water homeostasis during embryogenesis^1,2^. One day post fertilization (1 dpf), the zebrafish proximal tubule spans more than half of the pronephros, but is rapidly condensed to the most proximal region within the next 2 days of embryogenesis^3^. This change is caused by collective cell migration that originates in the distal pronephros, and results in formation of a hairpin-like convolution of the proximal pronephric tubules adjacent to the single glomerulus of the zebrafish embryonic kidney by 3 dpf, resembling the convoluted proximal tubules of mammalian nephrons. The cell migration starts at a rate <2 µm/h during the first 24 hours post fertilization (hpf), reaching a maximal speed of 6–8 µm/h between 36 and 48 hpf with a sharp increase from 2 to 6 µm/h at 28.5 hpf^3^. Ablation of tubular epithelial cells in zebrafish embryos is rapidly repaired by a migratory response that occurs independently of cell proliferation, restoring the integrity of the zebrafish pronephros^4^.

Collective cell migration is also observed during the development of the posterior lateral line (pLL), a mechano-sensory system found in aquatic vertebrates to detect water movements. Migration of the pLL primordium (pLLP) requires intact Cxcl12a/Cxcr4b signaling^5,6^. Zebrafish Cxcl12a activates Cxcr4b at the leading end of the primordial cell cluster to initiate directed cell migration, while Cxcr7b acts as a decoy receptor for Cxcl12a at the trailing end, creating a local gradient for Cxcl12a^7,8^. Mutation of any of these three components results in defective pLLP development. Mammalian CXCL12/CXCR4 signaling is involved in many cellular programs ranging from directed cell migration and organ development to self-renewal of hematopoietic stem cells and tumor metastasis^9^. The chemokine CXCL12 recognizes the G-protein-coupled receptor CXCR4, which initiates signal transduction by stimulating heterotrimeric G proteins of the G_i_, G_q_, and G_12/13_ families, followed by activation of MAPK and phospholipase C pathways^9,10^. CXCL12 promotes cell survival through activation of AKT and mTOR^11,12^.

Comparing different stages of zebrafish pronephros development, we identify *cxcl12a* and *myca* as candidate genes involved in the repair process after a laser-induced pronephros injury. Since the cellular behavior of tubular epithelial cells of the zebrafish pronephros strongly resembles pLLP migration, we anticipated similar roles for Cxcl12a and Cxcr4b during pLLP and zebrafish pronephros development. However, the absence of either *cxcl12a* or *cxcr4b* did not affect normal cell migration and development of the zebrafish pronephros. Instead, *cxcl12a/cxcr4b* as well as *myca* were needed for the repair response after an injury to transiently override the posterior-to-anterior collective cell migration in the zebrafish pronephros. Utilizing mice with kidney-specific deletion of *Cxcl12* or *Myc* reveals that both CXCL12 and MYC preserve tubular responsiveness to ischemia by maintaining mitochondrial homeostasis and supporting the switch from aerobic to anaerobic energy production.

## Results

### Early zebrafish pronephros injuries fail to recover

Collective posterior-to-anterior cell migration drives pronephros morphogenesis during early zebrafish kidney development^3^. To determine when pronephric cells acquire the capacity to regenerate an injured duct by a migratory response, we ablated parts of the pronephric duct at different time points after fertilization, and followed the repair process. In contrast to the regeneration of injuries introduced after 36 hpf (>36 hpf), embryos injured before 30 hpf failed to re-establish the integrity of the duct (Fig. 1a). The bordering ends of the disrupted duct remained separated, and the length of the gap increased over time (Fig. 1b, c). The lack of regeneration was not attributable to the absence of fluid flow, since pronephric tubules immediately dilated proximal to the injury (Fig. 1c). Injuries introduced 2 dpf on both sides of an injury inflicted before 30 hpf were completely restored despite disruption of duct patency and fluid flow by the initial lesion (Fig. 1c). Despite the remarkable difference in repair capacity between 1- and 2-day-old zebrafish embryos, the pronephros did not reveal obvious morphological differences between these two developmental stages, consistent with the observation that pronephric tubule formation is largely completed by 24 hpf^13^. Pronephric tubules at both stages displayed a defined apical-basolateral polarity, formed asymmetrical cellular appendages including cilia, and were surrounded by extracellular matrix that stained positive for laminin (Supplementary Fig. 1). However, one difference between the two repair responses was the accumulation of actomyosin bundles observed in 1-, but not in 2-day-old zebrafish embryos immediately adjacent to the injured segment (Fig. 1d, e). These findings define a novel developmental switch between two different repair mechanisms: injured pronephric ducts before 30–36 hpf are repaired by the contraction of actomyosin bundles and a purse-string-like occlusion (Fig. 1f); injuries at later time points trigger a migratory response that transiently overrides the posterior-to-anterior directed cell migration, re-establishing the integrity of the pronephros.

**Fig. 1:**
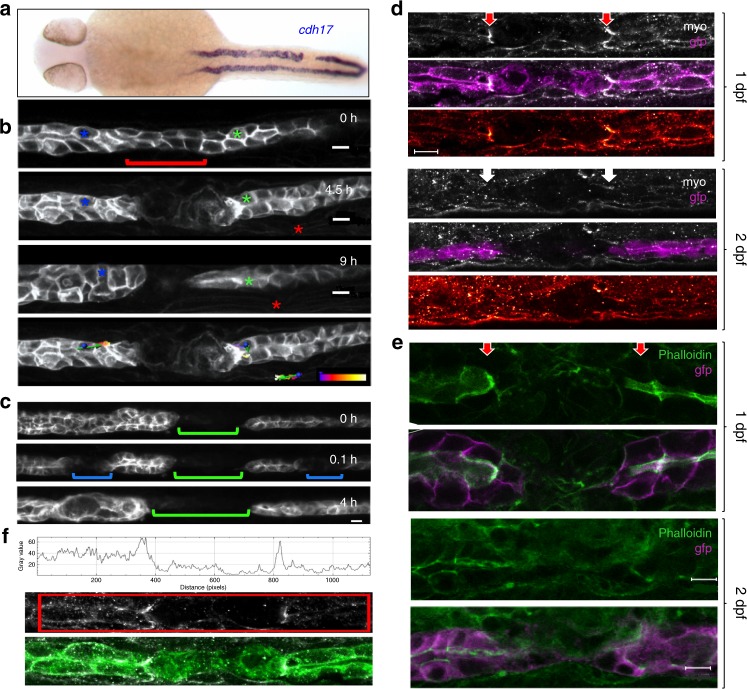
Pronephric ducts injured 1 day after fertilization fail to repair. **a** In situ hybridization for the pronephros-specific probe *cadherin17* (*cadh17*) reveals that an injury applied 24 h after fertilization (24 hpf) is not repaired. The in situ hybridization was performed 24 h after injury. **b** Frames taken from a time-lapse movie of *cldn2b:lyn-GFP* transgenic embryo injured 30 hpf. Cells (blue and green asterisks) next to the gap exhibit little net movement. The gap persisted for 9 h after the injury. The red asterisk marks a somite border serving as a landmark. Tracking lines are color coded, ranging from blue to white (0–9 h) (scale bars, 10 µm). **c** Repair occurs in the absence of fluid flow. Frames were taken from a time-lapse movie injured first 1 day post fertilization (dpf) (green bracket), with two subsequent injuries (blue brackets) applied 2 dpf. Despite the lack of fluid flow both secondary injuries (blue brackets) recovered after 4 h. **d** Staining of *cldn2b:lyn-GFP* transgenic zebrafish embryos wounded at 1 or 2 dpf, fixed 30 min post wounding, and stained for phospho-myosin light chain-2 (MyoP). Activated myosin was detected at the edges of the pronephros injury in 1-day old embryos (red arrows), but not in 2-day-old embryos (white arrows). The bottom panel of each image shows the phospho-myosin levels using a color-coded range indicator (scale bars, 100 µm). **e** Staining of *cldn2b:lyn-GFP* transgenic zebrafish embryos wounded 1 or 2 dpf, fixed 4 h after wounding, and stained with phalloidin for actin. Actin staining was detected on the apical surface of cells close to the injury in both 1-day and 2-day old embryos. Actin staining was more prominent in 1-day embryos, and appeared perpendicular to the duct lumen (red arrows) (scale bars, 100 µm). **f** Quantification of the pixel intensity within the marked region of a single representative confocal plane from the MyoP staining (middle panel) of an embryo injured 1 dpf. The histogram depicts two peaks with increased levels of phosphorylated myosin adjacent to the injury. The bottom panel represents the merged image of GFP/MyoP staining

Utilizing a zebrafish mutant with a mutation in *ift88* (*oval*), required for normal ciliogenesis^14,15^, we excluded a role of cilia in pronephros regeneration. The mutant zebrafish embryos exhibited defective cilia and pronephric cyst formation, but retained their regenerative capacity and re-established the integrity of the pronephros after injury (Supplementary Fig. 2). In the region of regeneration, no up-regulation of *n-myc*, *vim1*, *snail1*, *netrin*, *mmp9*, or markers for de-differentiation, such as *pax2.1* and *tbx2b*, was observed (Supplementary Fig. 3), supporting the absence of epithelial-to-mesenchymal transition during the repair process. To assess the involvement of the Wnt signaling pathway, we over-expressed the Wnt inhibitor *dkk1* in zebrafish embryos. Despite extensive expression of *dkk1*, regeneration of the injured pronephros was not impaired (Supplementary Fig. 4a). Furthermore, we did not detect an up-regulation of Wnt/ß-catenin-dependent gene transcription in the regenerating tissue, using a reporter transgenic fish line with a TCF-responsive element driving RFP expression^16^ (Supplementary Fig. 4b). In addition, neither knockdown of zebrafish *celsr1*^17^, a core component of the non-canonical Wnt/planar cell polarity pathway, nor depletion of *par6b*, a component of the apico-basal polarity complex, interfered with the repair process despite extensive morphological abnormalities of the pronephros, including cyst formation and duct dilatations (Supplementary Fig. 4c)^18^. All injuries ≤50 µm, and 80% of injuries ≤100 µm, corresponding to 10–12 cell diameters, were repaired (Supplementary Fig. 4d). Thus, the migratory repair response represents a robust program that is not readily disturbed by interference with developmental signaling cascades.

### The absence of *cxcl12a* or *cxcr4b* results in defective repair

The injury-induced migratory repair response briefly disrupted the posterior-to-anterior cell migration, and induced a bidirectional migration of the neighboring cells to close the injured gap (Fig. 2). Wounding reversed the direction of the cells at the anterior border of the gap, and forced them to migrate backwards, while the cells on the posterior site of the wound continued their migratory trajectory to close the gap (Fig. 2a, and Supplementary Movies 1 and 2). Ablating cells upstream and downstream of a cluster/grouping of cells further highlighted the dominant effect of the injury on the posterior-to-anterior collective cell migration present during this stage of development. At the border, surviving cells rapidly stretched to cover the wound regardless of its localization, whereas cells centered in the cluster ceased to migrate until the wound on both sides was closed (Fig. 2b). Distant from the repair, cells continued to migrate collectively in a posterior-to-anterior direction, whereas cells involved in repair moved more rapidly, often exceeding twice the speed if reversing direction (Fig. 2c). To identify molecules involved in the repair process, we compared the expression profile of micro-dissected 1- and 2-day-old zebrafish pronephric tubules (Supplementary Fig. 5). The Zebrafish Information Network (ZFIN) database was examined for candidate genes previously detected in the pronephros by in situ hybridization, yielding three genes, *cxcl12a*, *myca*, and *mafba*. Since *mafba* is primarily expressed in neurons, rhombomeres and the pancreas^19^, we analyzed the role of zebrafish Cxcr4b and Cxcl12a during the collective cell migration of pronephric cells, using a *cxcr4b:H2B-RFP*; *cldnb:lynGFP* double transgenic zebrafish with RFP-labeled nuclei and GFP-labeled membranes of pronephric duct (Fig. 3a, and Supplementary Movies 3–5). The nuclei of migrating pronephric cells were tracked at 36 and 41 hpf for 3 h, and at 48 hpf for 8 h. The average track speed and displacement length of approximately 40 nuclei was calculated for control, *cxcl12a* and *cxcr4b* mutant zebrafish embryos (Fig. 3b, c). The average track speed for all genotypes and time points was 7.12 ± 0.19 µm/h, consistent with the previously reported migration speed^3^. There were no detectable differences between control and *cxcl12a*- or *cxcr4b*-deficient zebrafish embryos, revealing that in contrast to their essential role in pLL development, neither gene product is required for the collective cell migration during zebrafish pronephros development. However, in *cxcr4b*-deficient zebrafish embryos approximately 60% of injuries (Fig. 4a), and in cxcl12-deficient zebrafish embryos approximately 40% of injuries were not repaired (Fig. 4b). The repair responses were characterized by complex abnormalities. The patency of the pronephric duct was often not re-established due to a lack of coordinated migratory responses. Curiously, the migrating neighboring tubular epithelial cells deviated from the normal anterior–posterior axis, and formed dorsal pouches (Fig. 4c–j). Cxcr4b was detectable only at low levels during normal collective cell migration of zebrafish tubular epithelial cells, (Supplementary Fig. 6a–f). However, time-lapse video-microscopy of a fluorescently tagged Cxcr4b expressed under its own promoter (Fig. 5a, and Supplementary Movies 6,7) and in situ hybridization (Fig. 5b, c) revealed an up-regulation of *cxcr4b* expression in tubule cells adjacent to the injury. While *cxcl12a* was expressed in the Zebrafish pronephros 2 dpf (Supplementary Fig. 6g)^20^, heat shock and ectopic production of Cxcl12a in *hsp70:cxcl12a* zebrafish embryos constrained the repair response (Supplementary Fig. 6h), further supporting a role of the Cxcl12a/Cxcr4b signaling pathway in the immediate response to injury.

**Fig. 2:**
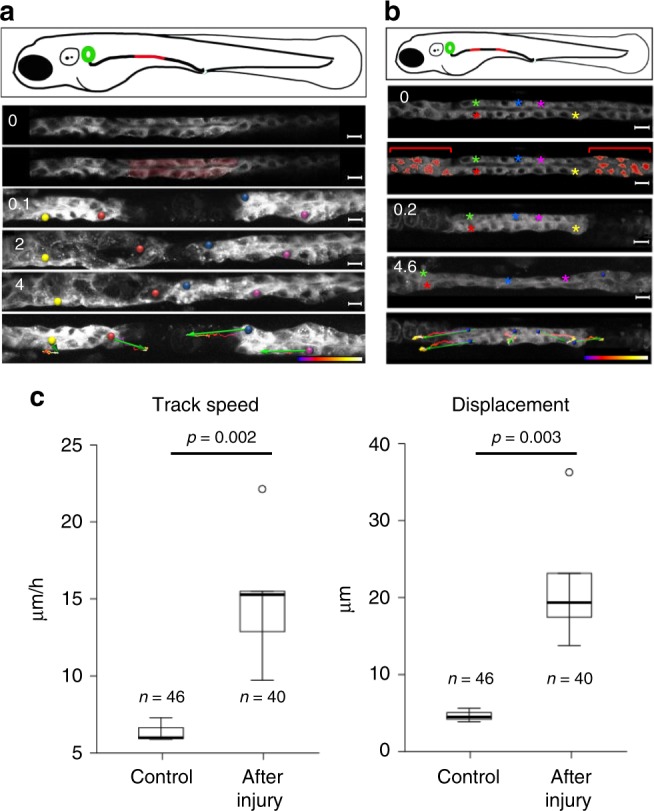
Pronephric duct injuries are repaired by migration. **a** Frames from Supplementary Movie 1, showing recovery after ablation of a pronephric duct fragment (ablated cells are marked in red). The free ends of the duct move towards each other, whereby the leading cells extend protrusions and exhibit active cell migration. The bottom panel depicts tracking of individual cells over time. Tracking lines are color coded, ranging from blue to white (0–9 h); the green arrows summarize migration direction and cell displacement (scale bars, 10 µm). **b** Frames from Supplementary Movie 2. The panel depicts a two-sided cell ablation (red-labeled cells), isolating a patch of pronephric cells. The free ends of the isolated duct migrated in opposite direction, stretching the isolated segment. Whereas the cells in the terminal regions exhibited prominent net displacement, the cells in the middle segment remained almost stationary. Tracking lines are color coded, ranging from blue to white (0–9 h) (scale bars, 10 µm). **c** To compare repair response and collective cell migration, 2-day-old *Tg(-8.0cldnb:LY-EGFP), TgBAC(cxcr4b:h2b-RFP)* transgenic zebrafish embryos were mounted on the side to image pronephric ducts by confocal microscopy. The pronephros was injured with a two-photon laser at 36 h, and track speed (left panel) (*p* = 0.0023, *t*-test) and track displacement length (right panel) (*p* = 0.0034, *t*-test) was measured over 2 h. After injury, tubular epithelial cells adjacent to the injury almost tripled their speed. The cell number (*n*) was derived from three control and six injured pronephric tubules

**Fig. 3:**
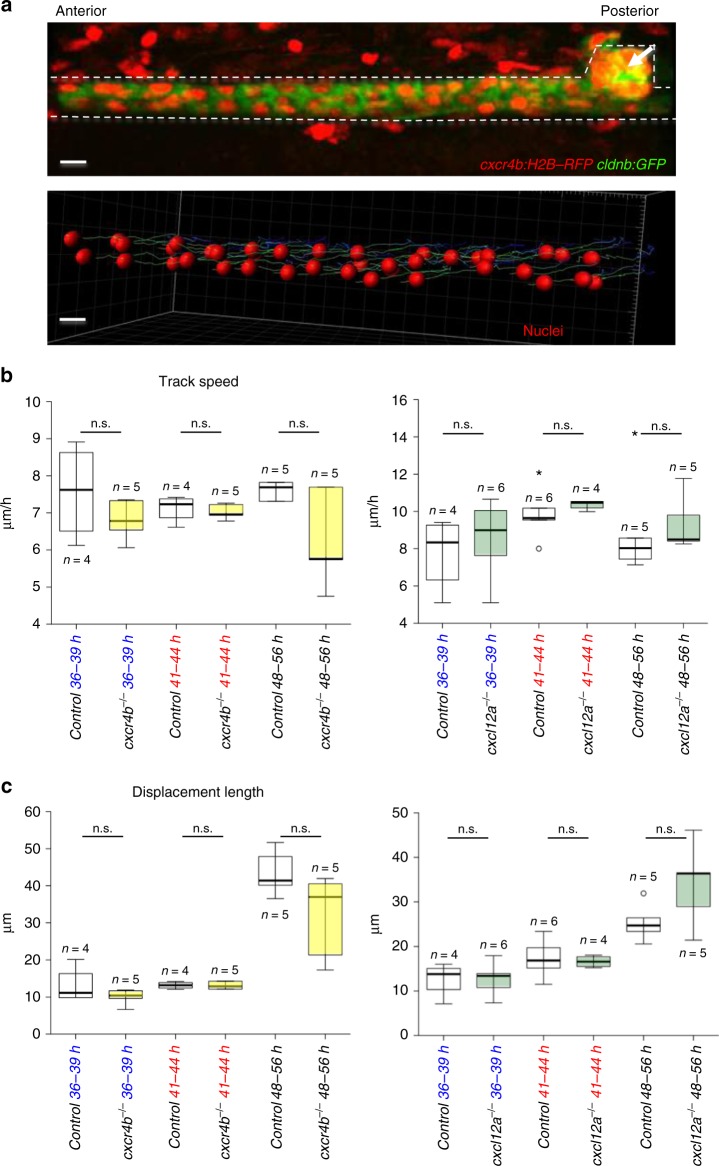
*cxcr4b* or *cxcl12a* deletion does not affect pronephros cell migration. **a** Collective cell migration in the zebrafish pronephros was quantified, using a *cxcr4b:H2B-RFP; cldnb:GFP* double transgenic zebrafish line (upper panel, see Supplementary Movie 4). The transgene *cxcr4b:H2B-RFP* labels the nuclei of cells that express RFP under the control of the endogenous *cxcr4b* promoter; *cldnb:GFP* labels the membranes of pronephric duct cells. The pronephros and the corpuscle of Stannius are outlined with dashed lines. The arrow points to the corpuscle of Stannius (scale bars, 10 µm). A model of collective cell migration was generated (lower panel), using the image tool Imaris. The migration of ca. 40 pronephric nuclei was tracked over 8 h, starting 48 hpf. The tracks for each cell were calculated and represented as lines. The observation times were coded by blue-to-green colors; blue are early time points and green are later ones (see Supplementary Movie 5). **b** The mean track speed and displacement length, i.e., the length that a cell traveled over the observation period were measured at 36 and 41 hpf for 3 h, and at 48 hpf for 8 h. Deficiency of *cxcr4b* (left panel) or *cxcl12a* (right panel) did not affect track speed (left panel). **c** Deficiency of *cxcr4b* (left panel) or *cxcl12a* (right panel) did not affect displacement length. Note that the displacement length is larger in the 48–56-hour-interval, because cells were tracked for a longer time period (8 h) in comparison with the earlier time points (3 h each). In contrast, the speed did not change significantly over time (n.s., not significant; *t*-test)

**Fig. 4:**
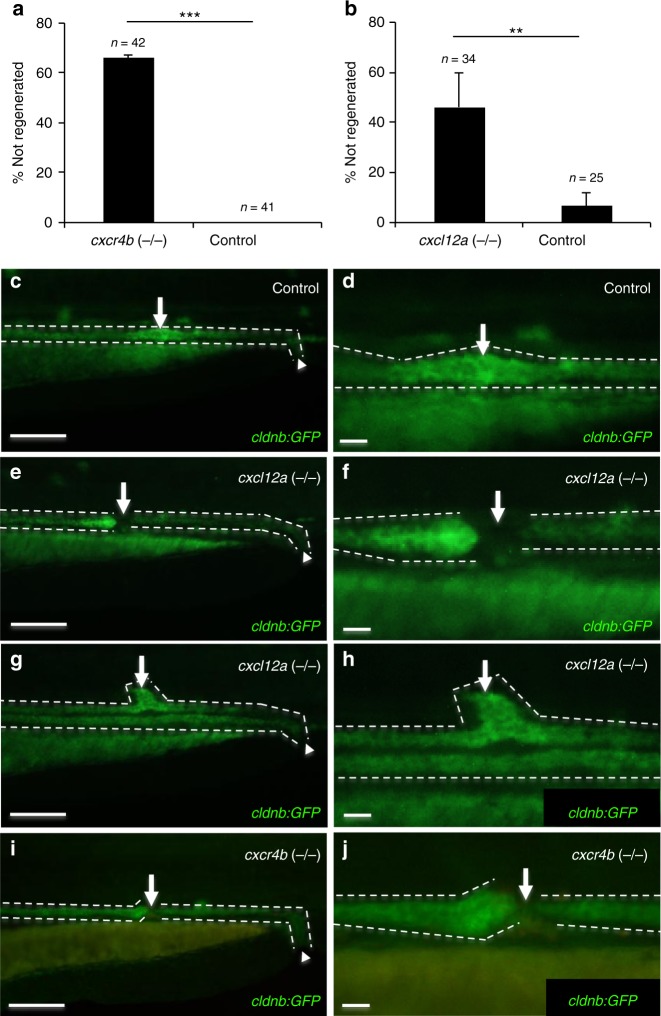
Defective repair in *cxcl12a* (−/−) and *cxcr4b* (−/−) zebrafish embryos. **a** While control zebrafish embryos repair a lased-induced injury, more than 60% of *cxcr4b*-deficient zebrafish embryos (means ± SEM; ***p < 0.001; *t*-test) and **b** more than 40% of *cxcl12a*-deficient zebrafish embryos did not repair the wound, but instead revealed various abnormalities (means ± SEM; **p < 0.01; *t*-test). **c** The pronephros of 2-day old *wild-type cldnb:GFP* control zebrafish embryos rapidly regenerates after a laser-induced injury. The arrow points to the regenerated area at 24 h after the injury. The arrowhead points to the cloaca. The pronephros is outlined with dashed lines (scale bar, 100 µm). **d** Magnification of the regenerating region depicted in **c** (scale bar, 20 µm). **e** *cxcl12a* (−/−) zebrafish embryos fail to regenerate and the pronephric tubule remains discontinued. The arrow points to the gap in the tubule. The pronephros is outlined with discontinued lines. The arrowhead points to the cloaca. Note the dilation of the anterior duct due to ongoing filtration (scale bar, 100 µm). **f** Magnification of the region that failed to regenerate depicted in **d** (scale bar, 20 µm). **g** In some cases, *cxcl12a* mutant embryos showed aberrant regeneration and formed dorsal pouches. The arrow points to the abnormally regenerated tubule. The pronephros is outlined with discontinued lines. The arrowhead points to the cloaca (scale bar, 100 µm). **h** Magnification of the abnormally regenerated region depicted in **e** (scale bar, 20 µm). **i** *cxcr4b* mutant zebrafish embryos failed to re-establish the tubular patency similar to *cxcl12a* mutant embryos. The arrow points to the gap in the tubule. The pronephros is outlined with discontinued lines. The arrowhead points to the cloaca (scale bar, 100 µm). **j** Magnification of the region that failed to regenerate depicted in **f** (scale bar, 20 µm)

**Fig. 5:**
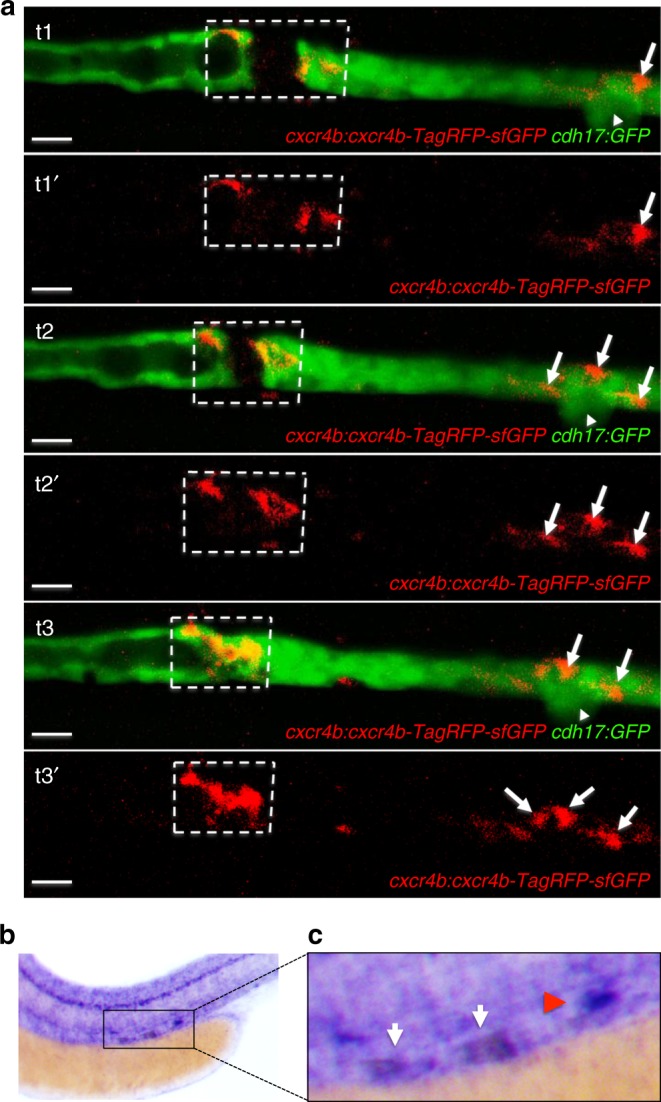
Cxcr4b expression in response to injury. **a** The GFP-RFP-tagged Cxcr4b (*cxcr4b:cxcr4b-tFT*) was up-regulated in cells adjacent to the laser-induced injury. The arrowhead points to the corpuscle of Stannius. Arrows point to RFP-positive cells, accumulating distally after the injury. Sequential frames were taken from a time-lapse video at t1 = 96 min, t2 = 120 min, and t3 = 160 min after injury (scale bar, 20 µm). **b** In situ hybridization revealed up-regulated *cxcr4b* expression in the leading ends of the regenerating tubule 2 h after laser-induced ablation. The *cxcr4b* up-regulation is outlined in a dashed box. Note that *cxcr4b* is strongly expressed in the corpuscle of Stannius (arrow) and in the lateral line. **c** Magnification of the injury region depicted in **b**. The white arrows point towards the up-regulated *cxcr4b*, the red arrowhead towards the corpuscle of Stannius

### Zebrafish *myca* is required for a normal repair response

Zebrafish *myca* was prominently expressed along the pronephros and the cloaca at 24–72 hpf (Supplementary Fig. 7a–c), and up-regulated in the tubular epithelial cells adjacent to a laser-induced wound (Supplementary Fig. 7d). Knockdown of *myca* with a splice-blocking morpholino oligonucleotide (MO) impaired the repair in 2-day-old zebrafish embryos, revealing a role for *myca* in the repair process; similar results were obtained for a translation-blocking MO (TBM) (Supplementary Fig. 8). Co-expression of *myca* mRNA partially rescued the repair defect, while inactive mRNA had no significant effect. Time-lapse imaging demonstrated that the pronephric duct cells next to the injury remained stationary, or failed to establish the patency of the duct despite making contact with the corresponding end of the tubule (Supplementary Fig. 9a,b, and Supplementary Movies 8,9), suggesting that *myca* is required to transiently override the posterior-to-anterior cell migration. Since the interpretation of MO-induced phenotypic changes is notoriously difficult^21^, we generated a *myca* mutant zebrafish line, lacking 20 base pairs in the 5′ region of exon 2 (Supplementary Fig. 10). While all heterozygote and wild-type *myca* zebrafish embryos repaired, 25% of the *myca*^−/−^ zebrafish displayed a repair defect (*p* = 0.005), confirming the *myca* MO results. To further validate these results and to obtain insight into the molecular mechanisms controlling the repair process, we confirmed the zebrafish results in mice with an inducible, kidney-specific deletion of *Cxcl12* and *Myc*.

### *Cxcl12* or *Myc* deficiencies delay recovery after injury

CXCL12 and CXCR4 are expressed in the kidney and up-regulated in response to injury^22–28^. To delineate the intrinsic, kidney-specific role of the CXCL12/CXCR4 signaling during the early recovery of mammalian kidneys from ischemia/reperfusion (I/R) injury, we used the doxycycline-inducible Pax8rtTA*TetOCre transgene to drive kidney-specific excision of floxed *Cxcl12* alleles. Male mice at the age between 6 and 8 weeks with the genotype *Cxcl12*^fl/fl^*Pax8rtTA*TetOCre, and male control mice were treated for 2 weeks with doxycycline, followed by a wash-out period of 1 week to avoid doxycycline-mediated artifacts^29^. There were no functional or histological differences between control and knockout mice at the end of the washout period (Supplementary Fig. 11). Mice were then subjected to bilateral I/R injury. To detect differences in early recovery, mice were analyzed 12 h after I/R injury. Mice lacking kidney-specific *Cxcl12* displayed higher serum urea levels and higher urinary NGAL excretion than control mice (Fig. 6a–c). While histological analysis showed the typical characteristics of severe damage, obvious morphological differences were not apparent between control and knockout mice 12 h after injury (Fig. 6d, and Supplementary Fig. 12), indicating that the different outcomes resulted from early adaptive changes rather than structural differences detectable by histology.

**Fig. 6:**
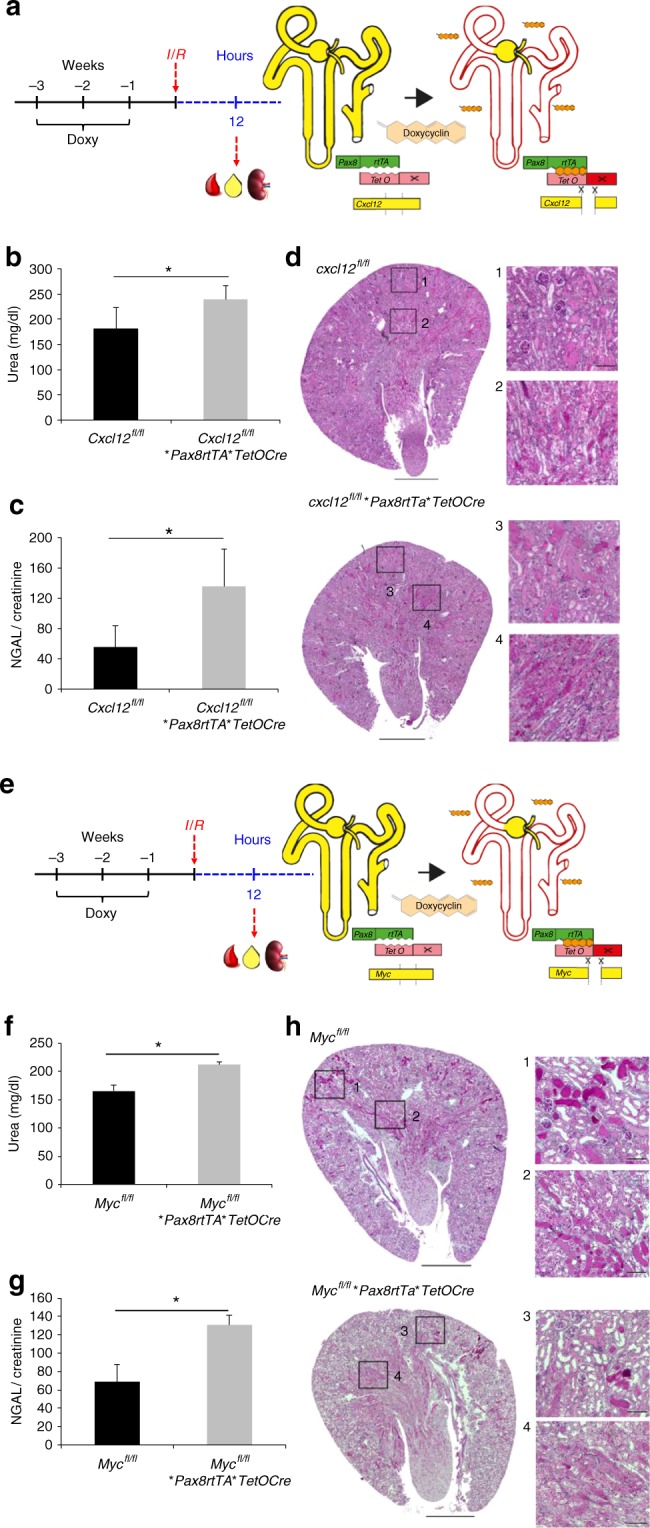
*Cxcl12* or *Myc* deletion impairs the recovery after injury. **a** Male mice with the genotype *Cxcl12*^fl/fl^*Pax8rtTA*TetOCre (*n* = 5) and control mice (*n* = 5) with the genotype *Cxcl12*^fl/fl^*Pax8rtTA were subjected to I/R injury. Histology and biochemical analysis were performed 12 h later. **b** Serum urea concentrations were significantly higher in mice lacking *Cxcl12* (*p < 0.05). **c** Urinary NGAL excretion, normalized for urinary creatinine, was significantly higher in mice lacking *Cxcl12* than in the control animals (means ± SEM; *p < 0.05; *t*-test). **d** PAS-stained kidney sections from *Cxcl12*^fl/fl^*Pax8rtTA (controls) and *Cxcl12*^fl/fl^*PAX8rtTA*TetOCre mice were obtained 12 h after I/R injury. Squares labeled 1 and 3 show enlarged images of the cortex, squares labeled 2 and 4 show enlarged images of the cortico-medullary junction. **e** Male mice with the genotype *Myc*^fl/fl^*Pax8rtTA*TetOCre (*n* = 5) and control mice (*n* = 5) were subjected to I/R injury. Histology and biochemical analysis were performed 12 h later. **f** Serum urea concentrations were significantly higher in mice lacking *Myc* (*p < 0.05). **g** Urinary NGAL excretion, normalized for urinary creatinine, was significantly higher in mice lacking *Myc* than in the control animals (means ± SEM; *p < 0.05; *t*-test). **h** PAS-stained kidney sections from *Myc*^fl/fl^*Pax8rtTA (controls) and *Myc*^fl/fl^*PAX8rtTA*TetOCre mice were obtained 12 h after I/R injury. Squares labeled 1 and 3 show enlarged images of the cortex, squares labeled 2 and 4 show enlarged images of the cortico-medullary junction (scale bars, 1 mm and 100 µm)

To examine the role of *Myc* in early recovery after I/R injury, we used the doxycycline-inducible Pax8rTA*TetOCre transgene to drive kidney-specific excision of floxed *Myc*. Male mice at the age between 6 and 8 weeks with the genotype *Myc*^fl/fl^*Pax8rtTA*TetOCre and male control mice were treated for 2 weeks with doxycycline, followed by a wash-out period of 1 week. There were no functional or histological differences between control and knockout mice at the end of the washout period (Supplementary Fig. 13). Mice were then subjected to I/R injury. To detect differences in early recovery, mice were analyzed 12 h after I/R injury (Fig. 6e). Mice lacking *Myc* displayed higher serum urea levels and higher urinary NGAL excretion than control mice (Fig. 6f, g), while histological differences were not apparent between these two mouse strains (Fig. 6h, and Supplementary Fig. 14).

Although only a small compartment is affected by the tissue-specific gene excision, RNA sequencing of kidneys removed from control and KO mice 12 h after I/R injury showed a clear separation of KO and WT mice in the principal component analysis (Supplementary Fig. 15). 

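Whole kidneys were sequenced from 5 *Cxcl12* KO mice, 3 *Cxcl12* control mice, 5 *Myc* KO mice and 5 *Myc* control mice, all removed after 22.5 min of bilateral ischemia and 12 h of reperfusion. In KO mice, doxycycline induces the TetOCre recombinase in tubule cells through the Pax8rtTA transgene, and the recombinase excises the floxed gene. Control mice carried the floxed gene without the recombinase. The authors trimmed the reads, aligned them to the mouse genome GRCm38 and counted them per gene with STAR, and they deposited these raw counts for 45706 genes without normalization. Between 12918220 and 29749500 reads per kidney were counted on genes. The median was 18006784 in *Cxcl12* KO, 17235048 in *Cxcl12* control, 17900174 in *Myc* KO and 16706450 in *Myc* control kidneys. The count column that ignores the strand was used, because the columns for each strand held nearly equal shares of it, from 51.8% to 52.4% for one strand and from 52.3% to 52.8% for the other. In 6 kidneys, under 5% of the reads were unmapped, and these kidneys, called the deeper group below, had at least 32532582 reads each against at most 26415146 in the other 12. The cut was chosen after the mapping shares had been seen, and neither the labels nor the paper name a sequencing batch. The deeper group held 2 *Cxcl12* KO, 0 *Cxcl12* control, 2 *Myc* KO and 2 *Myc* control kidneys, so that no genotypes can be compared within it in the *Cxcl12* cohort. Counts of kidneys of one group differed by more than sampling noise in all 33 pairs, with a chi-square per degree of freedom from 6.3 to 76.1, and each kidney was counted as 1 sample. Each cohort was fitted alone. Genes with low counts were removed with edgeR's filterByExpr, which left 15154 genes in the *Cxcl12* and 14936 genes in the *Myc* cohort. Library sizes were scaled by the TMM method, and KO and control kidneys were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Gene sets were compared by a score per kidney with an exact permutation test of the genotype.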

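Both target genes were lower in the KO kidneys of their own cohort. *Cxcl12* (ENSMUSG00000061353) lies on chromosome 6 of GRCm38 from 117168535 to 117181367. It had 32.4 ± 6.0 normalized CPM (SD, n = 5) in *Cxcl12* KO and 53.9 ± 7.9 CPM (SD, n = 3) in *Cxcl12* control kidneys. Its log2 fold change was -0.73 (standard error 0.15, adjusted p = 0.094 from edgeR's quasi-likelihood test and 0.0018 from DESeq2). All 5 KO kidneys lay below every control kidney (exact permutation p = 0.018, the smallest that this design allows). *Myc* (ENSMUSG00000022346) lies on chromosome 15 from 61985391 to 61990374. It had 30.9 ± 4.0 CPM (SD, n = 5) in *Myc* KO and 94.5 ± 14.2 CPM (SD, n = 5) in *Myc* control kidneys. The log2 fold change of *Myc* was -1.61 (standard error 0.12, adjusted p = 8.8e-05 from edgeR's test), again with all 5 KO kidneys below every control kidney. With the replicate number of the labels as a block, the log2 fold changes were -0.77 for *Cxcl12* (edgeR adjusted p = 0.19) and -1.61 for *Myc* (edgeR adjusted p = 0.00058). Leaving out 1 kidney gave *Cxcl12* log2 fold changes from -0.85 to -0.64 and *Myc* log2 fold changes from -1.68 to -1.53. The pairing is taken from the labels alone. Over all genes, the deviations of KO and control kidneys from their group means correlated at a mean r of 0.068 for equal and -0.017 for different replicate numbers in the *Cxcl12* cohort, and at 0.055 and -0.012 in the *Myc* cohort.

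**Figure D1:**
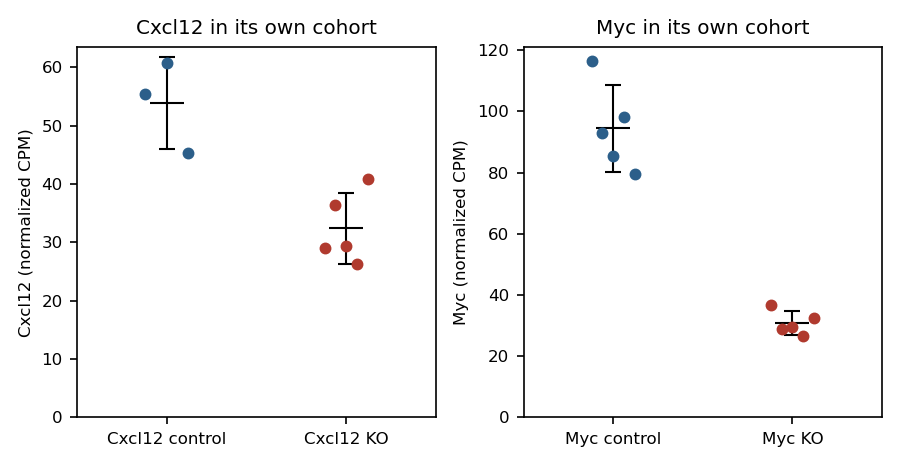
Normalized CPM of *Cxcl12* in the *Cxcl12* cohort (left) and of *Myc* in the *Myc* cohort (right), with 1 point per kidney and the mean and SD of each group in black. *Cxcl12* KO kidneys sit between 26.3 and 40.9 CPM against 45.3 to 60.8 CPM in controls, and *Myc* KO kidneys between 26.5 and 36.9 CPM against 79.6 to 116.5 CPM in controls.

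Principal components of log2 CPM were computed for each cohort. The mean silhouette width of the genotypes on the first 2 components was 0.41 in the *Cxcl12* cohort (exact permutation p = 0.036 over 56 splits). The width nears 1 only where distances within a genotype are small against those between genotypes, and it can fall below 0. Genotypes that lie wholly apart can therefore have a width far under 1. The first component held 27.6% of the variance and set the 2 KO kidneys of the deeper group apart from the other 6 kidneys, and the genotypes did not differ on it (exact permutation p = 0.62). The second component held 23.5% of the variance, and on it all KO kidneys lay on one side of all control kidneys (exact permutation p = 0.018). In the *Myc* cohort the silhouette width was 0.075 (exact permutation p = 0.18 over 252 splits). KO and control kidneys overlapped on the first component (34.4% of the variance) and on the second (21.9%), each taken alone. In the plane of both, a slanted line can be drawn with all KO kidneys on one side of all control kidneys. Such a line is chosen after seeing the points, and it was not tested. Among the alternatives set before the files arrived, the *Myc* width moved most with the 500 most variable genes, to -0.11 (exact permutation p = 0.71). Among the kidneys outside the deeper group, a split made after seeing the data, the width was 0.42 in the *Cxcl12* and 0.29 in the *Myc* cohort (exact permutation p = 0.10 in each, the smallest that 3 kidneys against 3 allow). From its own principal component analysis, the paper concludes that KO and WT mice were clearly separated although the excision affects only a small compartment.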

Both KO kidneys displayed reduced metabolic and mitochondrial-associated gene expression profiles (Supplementary Fig. 16–18, and Supplementary Data 1–4); this metabolic signature was reflected in the top 25 down-regulated Gene Ontology (GO) terms, using Gene Set Enrichment analysis (GSEA) (Supplementary Fig. 19). 

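At the level of single genes, 246 of 14936 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test of *Myc* KO against *Myc* control kidneys, 53 higher and 193 lower in the KO. In the *Cxcl12* cohort 0 of 15154 genes passed, and the smallest adjusted p was 0.062. DESeq2 moved these numbers most, to 1035 genes for *Myc* (416 higher and 619 lower) and 358 genes for *Cxcl12*. Across fits that each left out 1 kidney, the number ran from 21 to 877 in the *Myc* and from 0 to 15 in the *Cxcl12* cohort. Of the 877 genes, found without *Myc* control 3, 433 were higher and 444 lower. Lower genes outnumbered higher ones in every *Myc* fit, but by how much depended on the fit. With the replicate number as a block, 18 genes passed in the *Myc* and 0 in the *Cxcl12* cohort. Fold changes of 14727 genes tested in both cohorts correlated across genes, which are not independent replicates, with a Pearson r of 0.32 and a Spearman rho of 0.31.

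Gene sets were scored per kidney as the mean over the genes of a set of log2 CPM centred on the cohort, for a panel of 12 sets fixed before the count files were opened, with Benjamini-Hochberg adjustment over the panel. The nuclear-encoded subunits of the respiratory chain and ATP synthase (OXPHOS) had 83 genes with enough counts. The OXPHOS score was -0.064 ± 0.104 (SD, n = 5) in *Cxcl12* KO and 0.106 ± 0.075 (SD, n = 3) in *Cxcl12* control kidneys. This difference of -0.169 log2 units had an exact permutation p of 0.071 (adjusted 0.14), with 77 of 83 genes lower in the KO and 5 of 5 KO kidneys below the control mean. In *Myc* KO kidneys the OXPHOS score was -0.071 ± 0.157 (SD, n = 5) against 0.071 ± 0.251 (SD, n = 5) in controls. The difference was -0.142 (exact permutation p = 0.29, adjusted 0.50), and 79 of 83 genes were lower and 4 of 5 KO kidneys lay below the control mean. The 25 tricarboxylic acid cycle genes of Supplementary Data 2 differed by -0.173 in *Cxcl12* KO (exact permutation p = 0.036, adjusted 0.14) and by -0.072 in *Myc* KO kidneys (exact permutation p = 0.29, adjusted 0.50). The mitochondrial ribosome score differed by -0.098 in *Cxcl12* KO (exact permutation p = 0.036, adjusted 0.14) and by -0.272 in *Myc* KO kidneys (exact permutation p = 0.032, adjusted 0.19). Genes of branched-chain amino acid catabolism differed by -0.197 (exact permutation p = 0.071, adjusted 0.14) and -0.160 (exact permutation p = 0.048, adjusted 0.19). None of the 12 sets had an adjusted p under 0.05 in either cohort. The smallest exact permutation p possible was 0.018 in the *Cxcl12* and 0.0079 in the *Myc* cohort. After adjustment over 12 sets, 1 set alone could not pass in either, so the lack of passing sets does not show that no set changed.

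The cytosolic ribosome score, whose genes share sequence with many processed pseudogenes and are therefore uncertain, differed by -0.276 in *Myc* KO (exact permutation p = 0.040, adjusted 0.19) and by 0.052 in *Cxcl12* KO kidneys (exact permutation p = 0.59, adjusted 0.59). The mRNAs encoded by the mitochondrial genome did not fall, with differences of 0.259 in the *Cxcl12* (exact permutation p = 0.12) and 0.057 in the *Myc* cohort (exact permutation p = 0.63). The *Cxcl12* and *Myc* values rest on 7 genes, because the other 6 had at most 11 counts in any kidney. The replicate pairs correlated weakly (mean r of 0.068 and 0.055 for equal numbers). With permutations restricted to the replicate block, the OXPHOS difference was -0.190 in the *Cxcl12* (exact p = 0.25, the smallest that its 3 pairs allow) and -0.142 in the *Myc* cohort (exact p = 0.38), with the pairing taken from the labels. In the *Myc* cohort, where every kidney has a pair, the block leaves the difference itself unchanged. Among alternatives that keep the log2 unit, a correction for gene length and GC content moved the OXPHOS difference of *Cxcl12* KO kidneys most, to -0.077. Outside the deeper group, the OXPHOS difference was -0.113 in the *Cxcl12* and -0.191 in the *Myc* cohort, where all 3 KO kidneys lay below all 3 control kidneys (exact permutation p = 0.10, the smallest that this allows). Within the deeper group it was -0.049 between 2 *Myc* KO and 2 *Myc* control kidneys, and it could not be computed for *Cxcl12*, which has no control kidney there. When the genotype was permuted only among kidneys inside or outside the deeper group, a test added after the data were seen, the exact permutation p for OXPHOS was 0.050 in the *Myc* (adjusted 0.15) and 0.20 in the *Cxcl12* cohort (adjusted 0.27). In the *Myc* cohort it was 0.017 for the mitochondrial ribosome, the cytosolic ribosome and branched-chain amino acid catabolism, the smallest possible (adjusted 0.067).

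**Figure D2:**
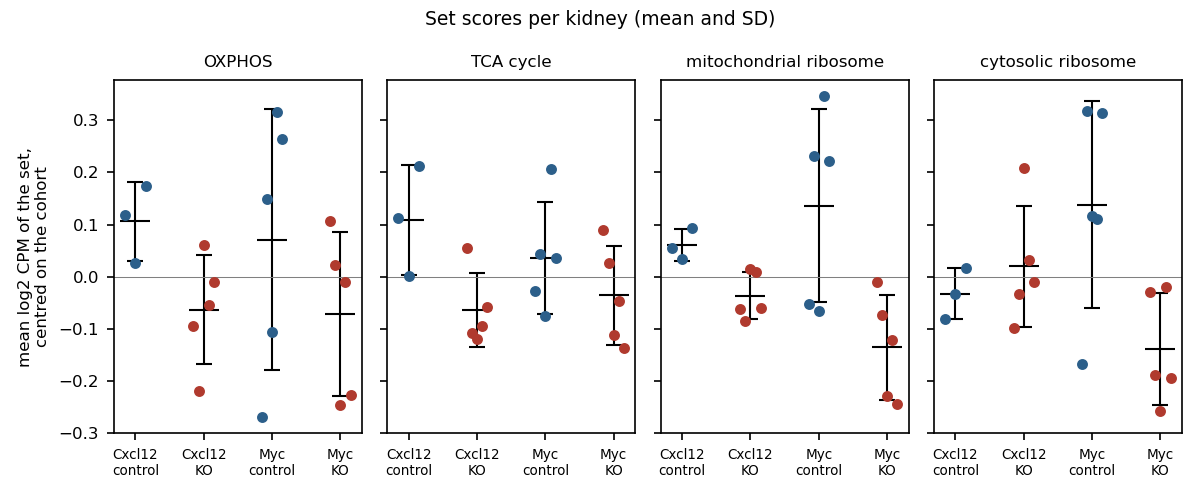
Set score of each kidney (mean log2 CPM of the set, centred on the cohort) for OXPHOS, the TCA cycle, the mitochondrial ribosome and the cytosolic ribosome, with 1 point per kidney and the mean and SD of each group in black. OXPHOS scores run from -0.22 to 0.06 in *Cxcl12* KO against 0.03 to 0.17 in control kidneys, and from -0.25 to 0.11 in *Myc* KO against -0.27 to 0.32 in control kidneys.

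The paper reads its enrichment results, with metabolic terms among the top down-regulated GO terms, as a reduced metabolic and mitochondrial gene expression profile of both KO kidneys.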

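The genes of the GO terms were taken from Supplementary Data 2 and 4, where a gene is listed once for each of its annotations. Retinoic acid metabolic process has 17 entries for 9 genes, and retinol metabolic process has 21 entries for 13 genes. The retinoic acid score was -0.071 ± 0.144 (SD, n = 5) in *Cxcl12* KO and 0.118 ± 0.062 (SD, n = 3) in *Cxcl12* control kidneys. The difference was -0.188 (exact permutation p = 0.11, adjusted 0.16), and 7 of 9 genes were lower. In *Myc* KO kidneys the retinoic acid score was 0.067 ± 0.085 (SD, n = 5) against -0.067 ± 0.176 (SD, n = 5) in controls. This difference of 0.135 had the opposite direction (exact permutation p = 0.16, adjusted 0.38), with 4 of 9 genes lower. The retinol score differed by -0.068 in *Cxcl12* KO (exact permutation p = 0.45, adjusted 0.49) and by -0.025 in *Myc* KO kidneys (exact permutation p = 0.58, adjusted 0.69). With the replicate number of the labels as a block, the retinoic acid difference was -0.155 in the *Cxcl12* and 0.135 in the *Myc* cohort, and the retinol difference was -0.121 and -0.025, the *Myc* values being the unblocked ones because all of its kidneys are paired. The correlations of kidneys with equal and different replicate numbers that test this pairing were 0.068 and -0.017 in the *Cxcl12* cohort. Outside the deeper group, the retinoic acid difference was -0.184 for *Cxcl12* and 0.253 for *Myc*, while between the 2 KO and 2 control kidneys of the deeper group in the *Myc* cohort it was -0.025. Permuting the genotype only inside and outside that group gave an exact permutation p of 0.20 for *Cxcl12* and 0.18 for *Myc*.

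A test in the manner of the paper's methods compared every KO with every control kidney and the log2 ratios of a set with those of all genes, in the down direction. The Kolmogorov-Smirnov form of the test was inferred from the supplementary tables. It combines the pairs as if genes were independent. An exact permutation of the kidneys for the same statistic was added after the data were seen. For retinoic acid metabolic process the combined value was 0.0099 in the *Cxcl12* cohort (exact permutation p = 0.14, 8 of 56 regroupings) and 0.78 in the *Myc* cohort (exact permutation p = 0.90). For retinol metabolic process it was 0.16 (exact permutation p = 0.30) and 0.26 (exact permutation p = 0.34). Counting each gene as often as it is listed lowered the combined values to 1.2e-05 and 0.28 for retinoic acid and to 0.0021 and 0.0016 for retinol metabolic process, with exact permutation p-values of 0.21, 0.88, 0.18 and 0.091. Without a filter on low counts, the value for retinoic acid in the *Cxcl12* cohort rose to 0.052. The paper's reported q-values in its supplementary tables are 6.8e-06 for retinoic acid metabolic process among the down-regulated terms of *Cxcl12* KO and 0.0063 for retinol metabolic process among those of *Myc* KO kidneys.

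**Figure D3:**
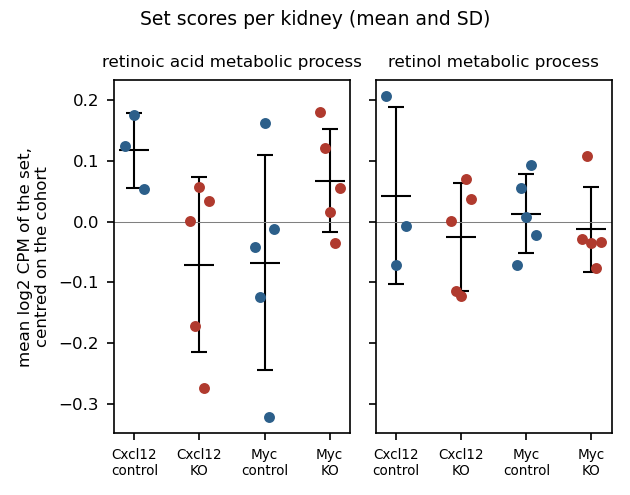
Set score of each kidney (mean log2 CPM of the set, centred on the cohort) for retinoic acid metabolic process (left) and retinol metabolic process (right), with 1 point per kidney and the mean and SD of each group in black. Retinoic acid scores run from -0.27 to 0.06 in *Cxcl12* KO against 0.05 to 0.18 in control kidneys, and KO and control kidneys overlap in every comparison.

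From the enrichment of these terms, the paper concludes that retinoic acid metabolic processes changed in both KO kidneys.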

GO term enrichment analysis also revealed significant changes in retinoic acid metabolic processes for the *Cxcl12* KO (*q* = 6.8 × 10^−6^) and for the *Myc* KO (*q* = 0.006) kidneys exposed to I/R injury (Fig. 7a). Retinoic acid can induce *Cxcr4*, enhance mitochondrial function^30^, and augment energy metabolism^31^, providing a potential approach to reverse the observed defects. We therefore tested whether retinoic acid can ameliorate the recovery after I/R injury. While tretinoin in doses between 0.1 and 10 µM increased CXCR4 levels in Jurkat cells (Supplementary Fig. 20), both control and *Myc* KO mice benefited from tretinoin (40 mg/kg) applied 12 h before and during I/R injury (Fig. 7b, c).

**Fig. 7:**
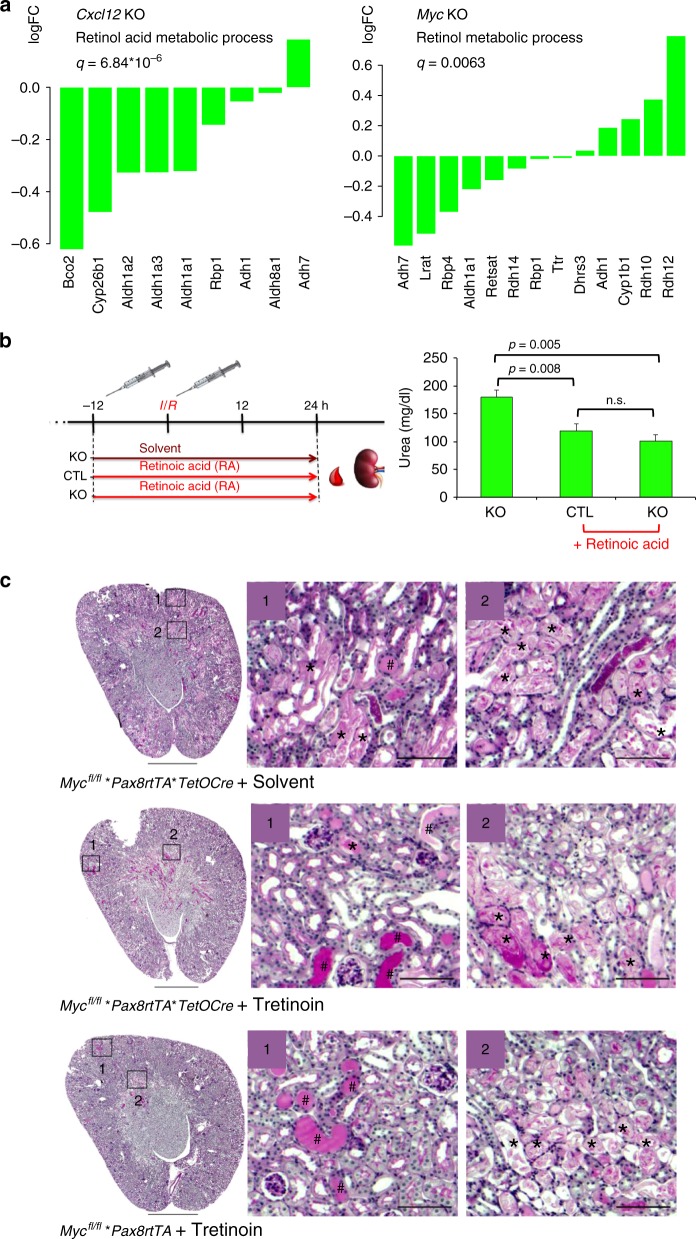
Retinoic acid accelerates the recovery after injury. **a** GO term analysis of *Cxcl12*^fl/fl^- and *Myc*^fl/fl^*Pax8rtTA*TetOCre compared to control mice revealed suppressed retinol acid metabolic and retinol metabolic processes, respectively; the individual genes of the GO term are depicted. **b** *Myc*^fl/fl^*PAX8rTA/TetOCre (KO) (*n* = 13) and *Myc*^fl/fl^*PAX8rTA (control animals) (*n* = 7), lacking the Cre recombinase were treated with doxycycline for 2 weeks, followed by a washout period of 1 week. Tretinoin (RA, 40 mg/kg) was applied 12 h before and during the ischemia/reperfusion injury to seven control and six KO mice. Eight KO mice were injected with an equal volume of cottonseed oil, only (solvent). One of the untreated animals was removed from further analysis due to bleeding and incomplete clamping. Urea levels were measured 24 h after surgery. Differences between mice treated with RA and untreated animals were statistically significant (means ± SEM; *p < 0.05; *t*-test), while there were no differences between RA-treated control and *Myc* KO mice. **c** Histology of the cortical and medullary region revealed significant tubular injury with intraluminal debris (*) and casts (#) in all three groups after ischemia/reperfusion injury (scale bars, 1 mm and 100 µm)

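None of the 9 genes of retinoic acid metabolic process had an adjusted p under 0.05 in edgeR's quasi-likelihood test of *Cxcl12* KO against control kidneys. *Bco2* (ENSMUSG00000032066, chromosome 9 of GRCm38 from 50533087 to 50555181) fell most, with 2.2 ± 1.0 CPM (SD, n = 5) in KO and 3.2 ± 0.6 CPM (SD, n = 3) in control kidneys. Its log2 fold change was -0.56 (standard error 0.30, adjusted p = 0.45 from edgeR's test), with 4 of 5 KO kidneys below the control mean, and it rests on 30 to 69 counts per kidney. The other falling genes had log2 fold changes from -0.38 for *Aldh1a1* to -0.065 for *Aldh1a3*. *Adh7* and *Aldh8a1* did not fall, with log2 fold changes of 0.36 (standard error 0.37) and 0.013 (standard error 0.22). With the replicate number of the labels as a block, the log2 fold change of *Bco2* was -0.48 and that of *Aldh8a1* was -0.35. Leaving out 1 kidney moved *Aldh1a1* most, to between -0.69 and 0.28. This block assumes that equal replicate numbers mark pairs, which the labels do not state, and deviations of kidneys with equal numbers correlated at 0.068 against -0.017 for different numbers.

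In *Myc* KO kidneys, none of the 13 genes of retinol metabolic process passed in edgeR's test either. *Rdh10* (ENSMUSG00000025921, chromosome 1 from 16105774 to 16133734) had the smallest adjusted p and rose, from 145 ± 19 CPM (SD, n = 5) in control to 186 ± 16 CPM (SD, n = 5) in KO kidneys. Its log2 fold change was 0.36 (standard error 0.099, edgeR adjusted p = 0.083, DESeq2 adjusted p = 0.016), and all 5 KO kidneys lay above every control kidney (exact permutation p = 0.0079). *Adh7* had the largest fall, with a log2 fold change of -0.53 (standard error 0.27, edgeR adjusted p = 0.28, 5 of 5 KO kidneys below the control mean) on 15 to 108 counts per kidney. The other falling genes ranged from -0.50 for *Lrat* to -0.070 for *Aldh1a1*. *Adh1*, *Cyp1b1*, *Dhrs3* and *Rdh12* rose, the last with a log2 fold change of 0.57 (standard error 0.41). With each kidney left out in turn, the log2 fold change of *Rdh10* stayed between 0.31 and 0.42, and with the replicate block it was 0.37 (edgeR adjusted p = 0.12). The paper concludes from the enrichment of these terms that retinoic acid and retinol metabolic processes were suppressed in *Cxcl12* and *Myc* KO mice, respectively.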

### *Cxcl12* and *Myc* promote glycolysis

To obtain additional insight into the mechanisms responsible for the detrimental consequences of *Cxcl12* and *Myc* deletion, we analyzed the urine samples of control and knockout mice at 12 h after I/R injury. The principal component analysis grouped control and knockout animals into distinct clusters on the basis of their urine metabolites (Supplementary Fig. 21); key metabolites responsible for this separation were α-hydroxy-isovalerate, leucine, isoleucine, lactate, citrate, and glucose. While branched chain amino acids (e.g., leucine, isoleucine, and α-hydroxy-isovalerate) were increased in the urine of *Cxcl12*- and *Myc*-deficient kidneys, lactate and glucose were increased in the urine of control animals, indicating compromised glycolysis and gluconeogenesis in *Cxcl12*- and *Myc*-deficient mice subjected to I/R injury (Fig. 8). To substantiate our hypothesis, we isolated tubular epithelial cells from wild-type and *Myc*^fl/fl^*Pax8rtTA*TetOCre mice. Both cell types were exposed to doxycycline (0.5 µg/ml) for 24 h, followed by a 24-h incubation period without doxycycline to avoid doxycycline-dependent metabolic effects; depletion of *Myc* in cells containing the floxed *Myc* allele was confirmed by Western blot analysis (Supplementary Fig. 22a). To compare the glycolytic capacity between these two primary cell types, the extracellular acidification rate (ECAR) was measured after sequential addition of glucose, oligomycin and 2-deoxy-D-glucose (2-DG). Non-glycolytic acidification was slightly higher in tubular epithelial cells lacking *Myc*. However, both basal glycolysis, measured after addition of glucose, and maximal glycolytic capacity, determined after addition of oligomycin, were impaired in tubular epithelial cells, lacking *Myc* (Supplementary Fig. 22b). Addition of 2-DG confirmed that glycolysis was responsible for the changes in ECAR. Thus, Myc deficiency compromises the ability of tubular epithelial cells to mount a maximal glycolytic response after ischemia.

**Fig. 8:**
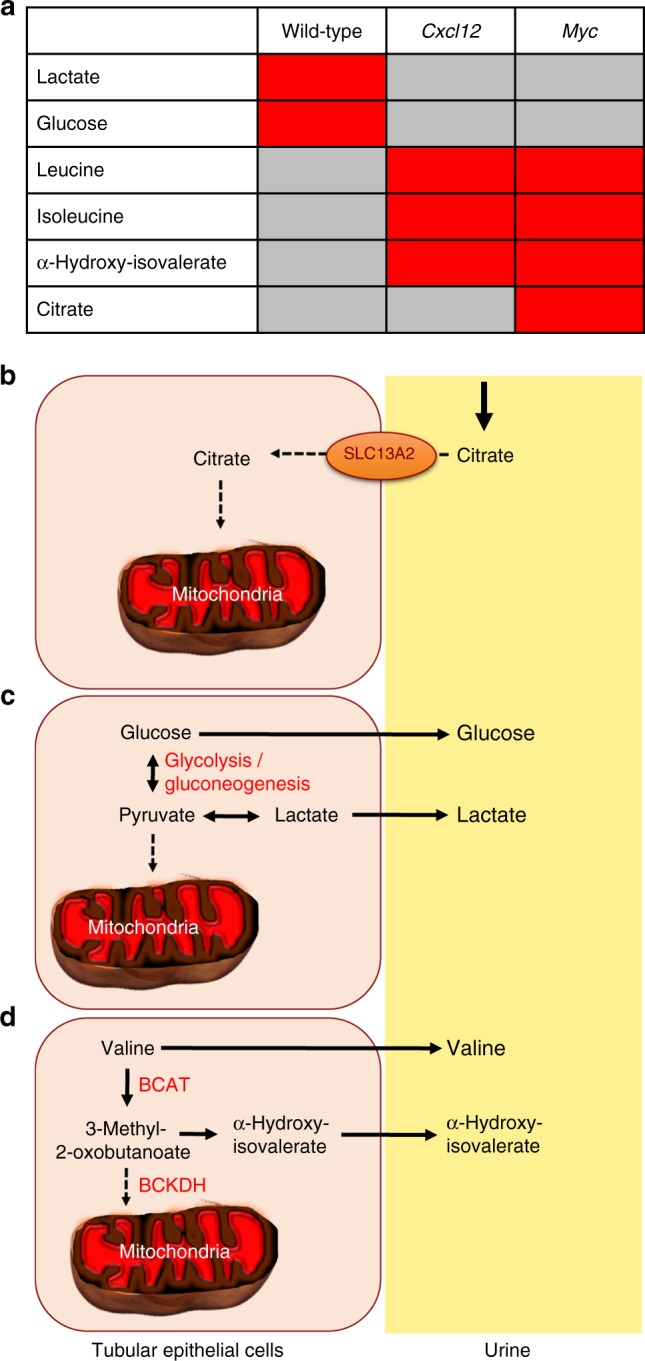
Key metabolite changes after *Cxcl12* or *Myc* deletion. **a** While lactate and glucose were elevated after ischemia/reperfusion (I/R) injury in the urine of wild-type animals (red box), leucine/isoleucine, α-hydroxy-isovalerate and citrate were elevated in the urine of knockout (KO) animals. **b** In humans, approximately 20 mmol of citrate are filtered daily; 70–90% of the filtered citrate are reabsorbed by di- and tricarboxylate transporters (e.g., NaDC1/SLC13A2), and metabolized by mitochondria. Slowing entry of citrate into mitochondria due to mitochondrial dysfunction reduces tubular citrate uptake, contributing to increased urinary citrate concentrations^67, 68^. **c** Lactate production is rapidly increased during renal ischemia due to enhanced glycolysis^46^. The efflux of lactate drives glycolysis and maintains intracellular pH, increasing urinary lactate concentrations. Defective glycolysis results in reduced lactate production and lactate efflux in KO animals. Gluconeogenesis is enhanced during early reperfusion, resulting in increased glucose production and urinary glucose concentrations in wild-type mice, while defective pyruvate and lactate production during ischemia prevents gluconeogenesis in KO animals. **d** Knockout of *Cxcl12* or *Myc* compromises mitochondrial catabolism of branched-chain amino acids (e.g., valine), resulting in increased accumulation of α-hydroxy-isovalerate. The transamination by branched-chain amino acid transaminase (BCAT) as well as the conversion to α-hydroxy-isovalerate by lactate dehydrogenase occur in the cytoplasm, while the rate-limiting step of aerobic catabolism of branched-chain amino acids (valine, leucine, isoleucine) by branched-chain alpha-keto acid dehydrogenase (BCKDH) occurs in mitochondria^69^. Thus, defective mitochondrial functions cause increased leucine, isoleucine, and α-hydroxy-isovalerate concentrations in the urine^70^

We speculated that glycolysis may contribute to fast cell movements during development and repair mechanisms requiring rapid adaptive responses, and tested this hypothesis in the zebrafish pLLP and pronephros model. The small molecule 3-(3-pyri-dinyl)-1-(4-pyridinyl)-2-propen-1-one (3PO) is a phosphofructokinase-2/fructose-2,6-bisphosphatase inhibitor that partially and transiently reduces glycolysis in vivo^32^. Applied at a low concentration of 20 µM, 3PO does not cause developmental defects^32^, but slowed the migration of the pLLP and pronephros repair after injury. In contrast, 3PO had no effect on the collective cell migration of the pronephros (Fig. 9). While 2-DG applied at a concentration of >100 µM was well tolerated and had no detectable effect on zebrafish embryogenesis, 2-DG applied at concentrations of 40 and 80 µM slowed pLLP migration and pronephros repair, but did not affect collective cell migration of the pronephros (Fig. 9). 3PO and 2-DG delayed but did not prevent pronephros repair, suggesting that both compounds do not disrupt but rather slow the migratory response after injury. Together, these findings suggest that anaerobic energy production, enabled by CXCL12 and MYC, facilitates fast cell movements during development and repair processes.

**Fig. 9:**
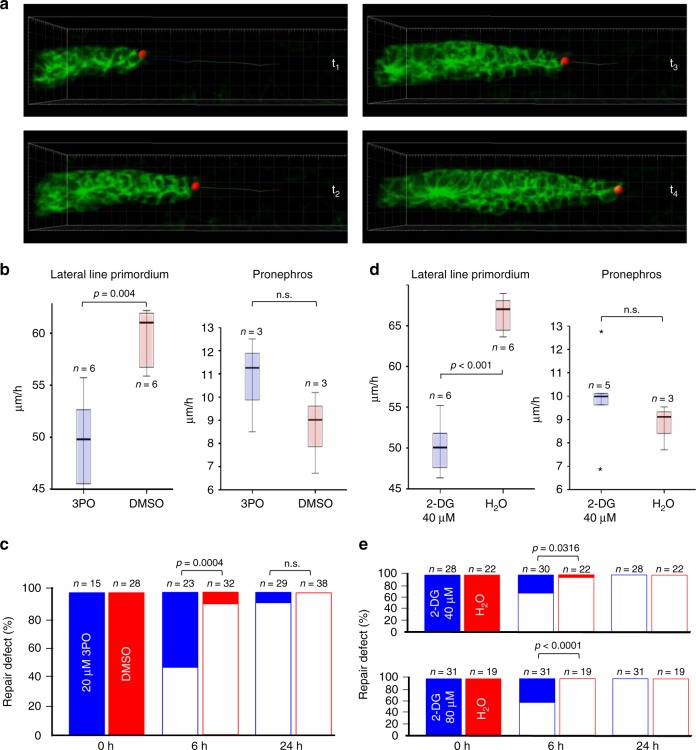
Inhibition of glycolysis slows migration. **a** Depicted are frames from Supplementary Movie 10, demonstrating the analysis of migration speed in the posterior Lateral Line Primordium (pLLP). A similar imaging approach was used to determine the speed of migrating cells in the zebrafish pronephros. **b** The small molecule 3-(3-pyri-dinyl)-1-(4-pyridinyl)-2-propen-1-one (3PO) at concentrations that had no recognizable developmental effects (20 µM) delayed pLLP migration, but did not affect pronephros cell migration. The box plots represent the median, the first and third quartile (boxed area), and 1.5× interquartile range (whiskers) (n.s., not significant; *t*-test). **c** 3PO delayed the repair of a pronephros injury determined at 6 h, but no effect was observed 24 h after the injury (Fisher’s exact test). **d** The glucose analog 2-deoxy-D-glucose (2-DG) at 40 µM slowed pLLP migration similar to 3PO, but had no effect on pronephros collective cell migration. The box plots represent the median, the first and third quartile (boxed area), and 1.5× interquartile range (whiskers) (n.s., not significant; *t*-test). **e** While almost all injuries were repaired 6 h after wounding of control embryos, 40 µM 2-DG reduced the number of repaired injuries to 70% and 80 µM 2-DG to 58%. At 24 h after wounding, all injuries were repaired. Full bars depict not repaired injuries, open bars repaired injuries. The graphs represent the summary of at least three independent experiments (Fisher’s exact test)

## Discussion

The zebrafish pronephros model revealed the existence of two different injury responses: a purse-string pronephros occlusion mediated by actomyosin bundles during early embryogenesis and a migration-based pronephros repair at later developmental stages. Cell plasticity during early development usually ensures full recovery from non-fatal injuries. Thus, it was unexpected that pronephric tubules lack the migration-based repair mechanism during early embryogenesis although morphologically normal appearing pronephric tubules are established within the first 24 h. Instead ablation of tubular epithelial cells before 30 hpf triggers actomyosin bundles in neighboring cells that irreversibly occlude the lumen of pronephric tubules. This occlusive response may prevent electrolyte and water disturbances during critical stages of development, but persists during later embryogenesis, and results in irreversible loss of the injured tubule. Fluid transport and intraluminal flow due to active solute transport across the tubular epithelial cells is detectable as early as 24 hpf^3^. Since collective cell migration accelerates with the onset of fluid flow, it was proposed that fluid flow supports the collective migration of tubular epithelial cells^3^. However, pronephros injuries sequentially applied before 30 hpf and after 36 hpf revealed that injuries introduced downstream of an occlusive injury were repaired by a migratory repair with similar dynamics as injuries upstream of the occlusion. Furthermore, deletion of *Ift88*, which reduces intra-luminal fluid flow due to ciliary defects and induces proximal cyst formation^15^, did not affect the repair response, indicating that the injury-induced migration occurs largely independent of fluid flow. Thus, the time between 30 and 36 h after fertilization defines a developmental switch between two different repair programs in response to tubular cell necrosis.

Cxcl12a and Cxcr4b are essential for normal collective cell migration and development of the pLL^33^. Loss of Cxcr4b results in uncoordinated cell movements and greatly reduced net cell displacement, while loss of Cxcl12a leads to non-directed, random cell migration^34^. In contrast to their essential role during the lateral line development, neither molecule is required for collective cell migration during zebrafish pronephros development. Measurement of cell migration and cell displacement revealed no differences between control and *cxcr4b*- or *cxcl12a*-deficient zebrafish embryos. Zebrafish Cxcr4b was expressed at low levels in the developing pronephros, and only detectable, using a stabilized membrane-version of Cxcr4b that fails to undergo ligand-dependent internalization and degradation^7^. However, after laser-induced injury, *cxcr4b* was up-regulated in pronephric duct cells adjacent to the injury, and expression appeared to increase during approximation of the two pronephric duct ends surrounding the injured gap. Consistent with a requirement for Cxcl12a/Cxcr4b signaling, various repair defects were observed in *cxcl12a-* or *cxcr4b-*mutant embryos, including a dorsal deviation of the repairing pronephric ends from the normal anterior–posterior axis and stationary, non-migratory tubular epithelial cells incapable of re-establishing the patency of the injured ducts. Ectopic Cxcl12a prevented the migration-dependent repair response, further supporting the critical role of Cxcl12/Cxcr4b signaling in response to pronephros injuries.

One difference between collective cell migration of the pLLP and tubular epithelial cells is the migration speed, which is almost 10 times higher for pLLP migration (∼66 µm/h)^34^ than for the collective cell migration of pronephric duct cells (2–8 µm/h). This difference suggests that Cxcl12a/Cxcr4b signaling may not be required for the slow mode of collective cell migration observed during pronephros development, but becomes essential for rapid adaptive processes after injury. Deletion of *Cxcl12* or *Cxcr4* in mice, while causing defective angiogenesis and glomerular capillary development, also does not affect the development of the tubular segments^35^, reflecting the dispensability of Cxcl12a and Cxcr4b during normal zebrafish pronephros development. Based on its well-established function as a chemokine that controls homing of circulating hematopoietic cells, it has been postulated that CXCL12 is released from damaged kidneys to attract hematopoietic stem cells to the site of renal damage^36^. CXCL12 and CXCR4 are rapidly induced in renal cells next to necrotic regions^23,28^. However, since genetic labeling and tracking studies have not revealed an integration of extra-tubular cells into damaged kidney tubules^37^, these observations argue against a role of CXCL12 as long-range chemo-attractant. To assess the contribution of CXCL12 expressed by tubular epithelial cells, we utilized a doxycycline-inducible Pax8-mediated excision of floxed *Cxcl12*. Elimination of *Cxcl12* delayed the recovery after IR injury. Since recruitment of extra-tubular cells seems an unlikely event^38^, this observation suggests that CXCL12 is needed for early repair responses.

Gene expression profiling of micro-dissected zebrafish pronephric tubules also identified *myca* as molecule involved in the repair response. MYC belongs to a family of transcription factors that regulates the expression of a large number of target genes, controlling almost every aspect of cell proliferation, differentiation, and metabolism. MYC promotes cell migration and invasion, for example by activating Rho GTPases^39^, but can also display anti-migratory effects through repression of CCL5/RANTES^40^. Since MYC enhances the promoter activity of CXCR4^41^, we examined whether Cxcr4b can act down-stream of *myca* in the zebrafish pronephros repair model. Knockdown of *myca*, the zebrafish homologue of *Myc*, caused a repair defect that was partially rescues by *cxcr4b* mRNA, indicating that Myca acts in part through inducing *cxcr4b* expression to promote the migratory response after a laser-induced pronephros injury. However, since the knockdown of *myca* did not prevent the injury-induced up-regulation of *cxcr4b*, up-regulation of *cxcr4b* does not require Myca. Thus, Myca may contribute to *cxcr4b* expression, but other transcription factors can likely compensate for the loss of *myca*.

Acute kidney injury (AKI) associated with renal failure is a frequent complication of severe human disease^42^. Despite advances in supportive care, AKI continues to be associated with a high mortality. The repair process seems to occur instantaneously; however, the mechanisms initiating the repair process remain poorly understood since this process cannot be visualized in mammalian models of AKI. The repair response after a laser-induced injury of the zebrafish pronephric duct, captured by high-resolution microscopy and time-lapse imaging, provides the opportunity to identify molecules required for the regenerative responses after injury. This approach uncovered the role of *cxcl12a* and *myca* in early repair. Elimination of either molecule in mice aggravated the recovery from I/R injury. Although the PAX8-driven, tubule-specific gene excision removed these molecules only from a limited subset of kidney cells, RNA sequencing of whole kidney lysates revealed extensive mitochondrial and metabolic changes in comparison to control mice exposed to the same injury, supporting recent observations that both CXCL12/CXCR4 and MYC signaling can control mitochondrial gene expression, and contribute to the adaptive responses after I/R injury^43,44^. 

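The OXPHOS score differed by -0.169 in *Cxcl12* and -0.142 in *Myc* KO kidneys. Branched-chain amino acid catabolism changed more (-0.197 and -0.160), as did the mitochondrial ribosome in *Myc* KO kidneys (-0.272). Fatty acid beta-oxidation, gluconeogenesis and glycolysis enzymes changed by similar or smaller amounts than OXPHOS. None of these sets had an adjusted p under 0.05. Fatty acid beta-oxidation differed by -0.168 in *Cxcl12* KO (exact permutation p = 0.16, adjusted 0.19, 16 of 17 genes lower) and by -0.093 in *Myc* KO kidneys (exact permutation p = 0.40, adjusted 0.55, 14 of 17 genes lower). Gluconeogenesis differed by -0.144 (exact permutation p = 0.071, adjusted 0.14) and -0.045 (exact permutation p = 0.41, adjusted 0.55), and glycolysis enzymes by -0.169 (exact permutation p = 0.071, adjusted 0.14) and -0.0046 (exact permutation p = 0.96, adjusted 0.96). The KO effects on OXPHOS differed between the cohorts by 0.027 (exact permutation p = 0.87 over 14112 regroupings within the cohorts). Across the fits that each left out 1 kidney, the OXPHOS difference ran from -0.209 to -0.136 in the *Cxcl12* and from -0.227 to -0.075 in the *Myc* cohort. The paper takes the changes in whole kidney lysates as evidence that CXCL12/CXCR4 and MYC signaling can control mitochondrial gene expression.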

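The retinol score was -0.025 ± 0.088 (SD, n = 5) in *Cxcl12* KO and 0.042 ± 0.146 (SD, n = 3) in *Cxcl12* control kidneys, and -0.013 ± 0.070 (SD, n = 5) in *Myc* KO and 0.013 ± 0.065 (SD, n = 5) in *Myc* control kidneys. Both differences were smaller than the SD of either group. In *Cxcl12* KO kidneys 8 of 13 genes were lower, and the mean joins genes that went opposite ways. *Dhrs3* had a log2 fold change of -0.65 (edgeR adjusted p = 0.11, DESeq2 adjusted p = 0.0065). *Rdh12* had 1.25 (edgeR adjusted p = 0.22, DESeq2 adjusted p = 0.038). Restricting the genes to those with at least 10 counts in every kidney turned the *Myc* difference from -0.025 to 0.0094. Outside the deeper group the retinol difference was -0.054 for *Cxcl12* and -0.027 for *Myc*. The paper reasons that reduced retinol metabolic processes gave the rationale for treatment with retinoic acid.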

Tubule-specific loss of *Cxcl12* and *Myc* also significantly reduced retinol metabolic processes, providing the rational to use retinoic acid to antagonize these signaling defects. Similar to *9-cis-*retinoic acid, a compound that ameliorates AKI through inhibition of NUR77^45^, *all-trans*-retinoic acid (tretinoin) improved the renal function after I/R injury in both control and *Myc*-deficient mice, underlining the pleiotropic effects of this reagent on energy metabolism independent of *Myc*.

The zebrafish pronephros injury model suggests that Cxcl12a/Cxcr4b signaling is needed for fast adaptive responses after AKI. 

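Between the cohorts, the KO effects on the retinoic acid score differed by 0.323 (exact permutation p = 0.019, adjusted 0.14 over 12 sets), from -0.188 after loss of *Cxcl12* to 0.135 after loss of *Myc*. With the median in place of the mean over genes, the retinoic acid differences were -0.112 and 0.081. The OXPHOS differences were -0.169 and -0.142 in the same cohorts. The paper concludes that loss of either gene suppressed mitochondrial and retinoic acid-associated gene expression.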

Loss of either *Cxcl12* or *Myc* in mice not only resulted in suppressed mitochondrial- and retinoic acid-associated gene expression, but also altered the metabolic composition of the urine, sampled 12 h after I/R injury. Hypoxia causes lactate accumulation in the kidney as the result of enhanced glycolysis and decreased oxidative phosphorylation; excess lactate is then rapidly excreted into the urine to maintain glycolysis and intracellular pH^46^. The decreased urinary lactate after *Myc* or *Cxcl12* deletion is therefore likely the result of diminished glycolysis. MYC stimulates glycolysis^47^, and has recently been shown to control human pluripotent stem cell fate by maintaining a high glycolytic flux^48^. Since CXCL12/CXCR4 can facilitate glycolysis through stimulation of AKT^49^, the absence of *Cxcl12* also reduces urinary lactate concentrations. The ability of MYC and CXCL12/CXCR4 signaling to maintain a high glycolytic flux may also allow tumor cells to invade tissues with low-oxygen tension^50,51^.

Our findings confirm that glycolysis and anaerobic ATP generation represent an important energy source in response to I/R injury. However, the same metabolic switch is also utilized in developmental programs that require fast migratory responses. The ability of CXCL12 and MYC to promote cell migration by increasing glycolytic flux may also explain why CXCL12/CXCR4^52^ and MYC^53^ are associated with increased tumor invasiveness and poor survival.

## Methods

### Mouse models and ischemia reperfusion injury

All animal experiments were approved by the local authorities (Regierungspräsidium Freiburg), and performed according to German law governing welfare of animals. Mice were housed with free access to chow and drinking water, and a 12-h day/night cycle. Standard procedures were used for breeding, maintenance, tail biopsy, and genotyping. *Cxcl12*^*fl/fl*^ C57BL/6J mice^54^ obtained from The Jackson Laboratory (Bar Harbor, ME, USA), and *Myc*^*fl/fl*^ C57BL/6J mice were crossed with Pax8rTA and TetOCre animals^55^. All animals used in I/R injury experiments were 10–12 weeks old male mice and littermates. For *Cre* expression, animals and respective controls (lacking TetOCre) received doxycycline hydrochloride (Fagron) via drinking water (2 mg/ml with 5% sucrose (wt/vol), protected against light) for 14 days. After a 1 week-washout, renal I/R injury was performed under isoflurane anesthesia (4% isoflurane, 4 L/min flow for induction, followed by 2% isoflurane and 1 L/min flow for maintenance). Animals were kept on a heated surgical pad in supine position, and treated with the analgesic buprenorphine hydrochloride 0.05 mg/kg body weight subcutaneously before surgery. Renal pedicles were exposed via an abdominal midline incision. Renal arteries and veins were clamped for 22.5 min at 37 °C. After reperfusion, warm 0.9% NaCl was injected (40 µl/g body weight) intraperitoneally (i.p.), and metamizol was given for pain control via the drinking water (500 mg metamizol/100 ml water). Mice were sacrificed under ketamine/xyalzine anesthesia (120 and 8 µg/g body weight, i.p.), and urine and serum were collected 12 h after I/R injury. Both kidneys were perfused with PBS, and snap-frozen for RNA extraction, or immersion-fixed in 4% paraformaldehyde/PBS for further histological evaluation. For the tretinoin experiments, mice underwent right-sided nephrectomy followed by unilateral clamping of the left kidney^56^. Tretinoin (S1653, Selleckchem) was dissolved in cotton-seed oil (C7767, Sigma). Control animals were injected with an equal volume of cotton-seed oil (solvent); one mouse of the control group was removed from further evaluation due to bleeding and incomplete clamping of the renal artery.

### Biochemical measurements

Serum urea and urinary creatinine concentrations were measured using enzymatic colorimetric kits following the manufacturer’s instructions (Lehmann). Optical densities for serum urea and urine creatinine were measured using a Genesys20 spectrophotometer (Thermo Fischer Scientific) and Tecan infinite M200 microplate reader, respectively.

### Mouse histology

Kidneys were immersion-fixed in 4% phosphate-buffered paraformaldehyde and embedded in paraffin. Kidney sections of 4 µ thickness were used for Periodic Acid Schiff (PAS) staining. Images were taken using ZEISS Axio observer Z1 microscope, and analyzed using ZEN blue software.

### Western blot

Urine volumes were normalized against creatinine concentration, and separated on 10% SDS/PAGE. Urinary NGAL was detected using a goat polyclonal antibody against mouse NGAL (AF1857, R&D Systems) at a 1:2000 dilution. CXCR4 in Jurkat cells was determined by Western blot analysis, using an anti-CXCR4 antibody at a 1:500 dilution (ab124824, Abcam). Tubulin at a 1:5000 dilution (T6557, Sigma-Aldrich) was used to control for loading. CXCR4 protein levels were quantified and normalized to γ-tubulin levels, using the LabImage software (Intas Science Imaging GmbH). MYC was detected by rabbit anti-MYC antibody (ab32072, Abcam) in primary renal cells, using the antibody at a 1:500 dilution. All uncropped Western blots can be found in Supplementary Fig. 23.

### RNA extraction from the kidney

Snap frozen kidneys were homogenized in RLT buffer (Qiagen) supplemented with 1% 2-mercaptoethanol by using Ultra-Turrax (Ika T10 basic). Total RNA was extracted from homogenized samples according to manufacturer's instructions using RNeasy Mini Kit (Qiagen). The concentration and quality of the isolated RNA samples were measured by NanoDrop One (Thermo Scientific). Quality of RNA was further checked by Fragment analyzer and sent to GATC Biotech for RNA-sequencing.

### Statistical analysis

Results were expressed as mean ± SEM. All data were tested for significance with unpaired Student *t* test (mice and zebrafish), or Fisher’s exact test (zebrafish), using GraphPad Prism 6 (GraphPad Software). The box plots (IBM SPSS Statistics 23) represent the median, the first and third quartile (boxed area), and 1.5× interquartile range (whiskers). Differences with values *p* < 0.05 were considered significant.

### Zebrafish embryo manipulation

Zebrafish embryos were staged according to Kimmel et al.^57^. The following MOs (GeneTools) were used: *myca*-TBM (translation-blocking morpholino) 5′-AACTCGCACTCACCGGC ATTTTGAC-3′; *myca*-SBM (splice-blocking morpholino) 5′-CATTTTGACACTTGAGG AAGGAGAT-3′; standard control MO (5′-CCTCTTACCTCAGTTACAATTTATA-3′); *p53* MO (5′-GCGCCATTGCTT TGCAAGAATTG-3′). Transgenic zebrafish lines *Tg(−8.0cldnb:lynEGFP)*^*zf106*^ (*cldnb:GFP*), *cxcr4b:cxcr4b-tFT, cxcr4b:mem-tFT*, *cdh17:GFP*, and mutant lines *cxcr4b*^*t26035*^, *cxcl12a*^*t30516*^, *cxcr7b*^*sa16*^ have been published^7,58–60^. The transgenic line *cxcr4b:H2B-RFP*^*fu13Tg*^ was generated using BAC homologous recombination by replacing the second exon of *cxcr4b* in the *cxcr4b*-containing fosmid CH1073-406F3 by H2B-RFP followed by zebrafish transgenesis. Ectopic production of Cxcl12a was triggered by heat shock for 60 min before laser ablation, using the transgenic zebrafish line *cdh17:GFP; hsp70:cxcl12a*. Mutant *myca* mRNA (*myca mRNA) was generated by replacing four nucleotides (depicted in capital letters) adjacent to the translational start site 5′-atgccAgtAagCgcAagtt-3′. To generate the *mycaΔ20; wt1b:GFP*; *cdh17:GFP* zebrafish line, 1 nl of a solution containing 150 ng/µl of *myca* gRNA (5′-GAGAGCGACTGTCTCCGGCT-3′) targeting the second exon of *myca* and 343 ng/µl of *Cas9* mRNA was injected into the yolk of *wt1b:GFP; cdh17:GFP* transgenic eggs. F0 carriers were outcrossed to *wt1b:GFP; cdh17:GFP* zebrafish, and the F1 progeny was screened for CRISPR-induced mutations by PCR with primers *myca*-ex2-f1 (5′-AAAATGCTGGTGAGTGCGAG-3′) and myca-ex2-r1 (5′-GCAGTCCTGGATGATGATGG-3′). A heterozygous carrier with 20-bp deletion in the second exon of *myca* was identified and crossed with *wt1b:GFP; cdh17:GFP* zebrafish to establish the *mycaΔ20; wt1b:GFP; cdh17:GFP* line. The 20-bp deletion leaves the first 62 amino acids of *myca* intact, but results in a frame-shift and a premature stop codon after an additional 75 base pairs, encoding for 25 nonsense amino acids. The non-metabolizable glucose analog 2-deoxy-D-glucose (2-DG) (D8375, Sigma-Aldrich) was applied at concentrations of 40 and 80 µM starting 8 hpf. The small molecule compound 3-(3-pyridinyl)-1-(4-pyridinyl)-2-propen-1-one (3PO) (#525330, Calbiochem) was applied at a concentration of 20 µM starting 8 hpf.

### Zebrafish imaging

Cell ablation was performed using 2-photon laser (Chameleon) mounted on LSM 510 Zeiss microscope (Carl Zeiss, Jena, Germany). Approximately 80 µm of the pronephros were ablated unless stated otherwise. Embryos were analyzed under a Leica MZ16 stereo-microscope (Leica, Solms, Germany). Differential interferences contrast (DIC) and non-confocal fluorescent images were taken with a SPOT Insight Fire Wire System (Diagnostic Instruments, Sterling Heights, USA). For time-lapse movies the embryos were embedded in 1.5% low melting agarose. Confocal images were recorded on Zeiss LSM 510 with a C-Apochromat 40×/1.2 objective (Carl Zeiss, Jena, Germany). Confocal Z-stakes were acquired every 3 min, and time-lapse movies from the maximum Z-projections were assembled using LSM, ImageJ or Imaris software. Cell tracking was performed using Imaris software. In all movies, the cranial side of the embryo is on the left side.

### Zebrafish whole-mount in situ hybridization

Whole-mount in situ hybridization was performed using antisense probes amplified from zebrafish embryonic cDNA, cloned into TOPO (Invitrogen, Carlsbad, USA), and linearized with corresponding restriction enzymes. Dig-labeled antisense RNA was synthesized using Roche Dig labeling kit (Roche, Mannheim, Germany).

### Isolation of pronephric tubules

One- and two-day-old *cdh17:GFP* zebrafish embryos were anesthetized with 0.2% tricaine, and incubated in 10 mM DTT for 1 h at room temperature. The embryos were washed three times, and subsequently incubated at 28.5 °C in 5 mg/ml collagenase in Hank’s solution with calcium for 3 h. The larvae were then passed through a pipette tip 4–5 times to disaggregate the tissue. The GFP-expressing pronephric tubules were collected under a dissecting microscope equipped with a fluorescent light source.

### RNA sequencing data analysis

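The files hold STAR's counts for each kidney together with the reads it left out. Each kidney had 18724190 to 43000680 reads, of which 3.7% to 6.5% were unmapped, 16.6% to 18.6% mapped to several places, 4.8% to 7.1% lay outside genes and 2.3% to 2.5% were ambiguous between genes. The mRNAs encoded by the mitochondrial genome took 6.2% to 9.5% of the counts on genes, and the 10 genes with most counts took 10.2% to 16.0%. At least 1 count was found for 30346 of 45706 genes.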

The quality trimming of raw RNA sequencing reads was performed using Trimmomatic^61^; remaining reads were aligned to the mouse genome version GRCm38 with subsequent calculation of read counts using STAR^62^. Genes with low expression values were filtered out, and raw read counts were normalized and transformed to log2-counts per million (logCPM)-values using edgeR library voom function from the limma package^63^, respectively. 

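On the deposited counts, filterByExpr kept 15154 and 14936 genes, and TMM factors lay between 0.956 and 1.044 in the *Cxcl12* and between 0.979 and 1.023 in the *Myc* cohort. With limma's voom in place of edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.05 in the *Cxcl12* and 215 in the *Myc* cohort. Log2 fold changes that the paper lists in its supplementary tables could be read for 8465 genes of the *Cxcl12* and 8108 genes of the *Myc* cohort. Across these genes, they correlated with the fold changes computed here with a Pearson r of 0.948 and 0.983 and a Spearman rho of 0.925 and 0.991, and the median absolute difference was 0.053 and 0.012 log2 units.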

Calibration for batch effects was done with the ComBat algorithm from the sva library^64^. 

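The paper does not name the batches, so its calibration could not be repeated. The deeper group, which lies within the cohorts, was not tried as a ComBat batch. ComBat was run here on all 18 kidneys with the cohort as batch and the genotype as covariate, which gave a silhouette width of the genotypes of 0.28 for the *Cxcl12* (exact permutation p = 0.14) and 0.100 for the *Myc* kidneys (exact permutation p = 0.14), against 0.41 and 0.075 for each cohort alone.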

GSEA was performed using the gage function^65^ on GO-Terms and Consensus-Pathways. All GO-Terms and pathways were tested for regulation in a single direction (either up or down) using all possible combinations of knockout and control samples. 

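Each of 5 KO kidneys was thus compared with 3 control kidneys for *Cxcl12* and with 5 for *Myc*, so that a kidney enters several comparisons. Computed in this manner from the counts, retinoic acid metabolic process after loss of *Myc* had a combined value of 0.071 in the up direction (exact permutation p = 0.12), or 0.00026 with genes repeated as listed (exact permutation p = 0.15), and 0.78 in the down direction (exact permutation p = 0.90). After loss of *Cxcl12* the value was 0.88 in the up (exact permutation p = 1.0) and 0.0099 in the down direction (exact permutation p = 0.14).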

All testing results were corrected for multiple testing using the method of Benjamini and Hochberg^66^.

### NMR metabolomics

All samples were recorded at 298 K on a Bruker Avance HD spectrometer operating at 700 MHz for the acquisition. The instrument was equipped with a 5 mm TCI cryoprobe with a Z-gradient. Maleic acid was used as internal standard for quantification and trimethylsilyl-3-propionic acid-d4 (TMSP) for the zero calibration. The samples were measured at 298 K. Urine samples (50 μl) were supplemented with 170 μl of deuterated phosphate buffer (DPB, pH 7.4), 30 μl of a 5 mM solution of maleic acid and 1 μl of a 10 mg/ml TMSP solution. 1H-NMR spectra were acquired using a 1D NOESY sequence with pre-saturation for urine samples. The Noesypresat experiment used a RD-90°-T1-90°-Tm-90°-acquire sequence with a relaxation delay of 4 s, a mixing time (Tm) of 10 ms, and a fixed T1 delay of 4 μs. Water-suppression pulse was placed during the relaxation delay (RD). The number of transient was 64 (64 K data points), and a number of 4 dummy scans was chosen. Acquisition time was fixed to 3.2769001 s. The data were processed with the Bruker Topspin 3.2 software with a standard parameter set. Phase and baseline corrections were performed manually over the entire range of the spectra, and the δ scale was calibrated to 0 ppm, using the internal standard TMSP. Gradient enhanced magnitude COSY experiment (pulse sequence cosygpprqf supplied by Bruker) with a pre-saturation during relaxation delay was used for 2D measurements. Spectra were collected with 4096 points in F2 and 300 points in F1 over a sweep width of 10 ppm, with six scans per F1 value. The acquisition times were fixed to 0.2557028 s in F2 and 0.0187212 in F1. The resulting COSY spectra were processed in Topspin 3.2 using standard methods, with sine-squared apodization in both dimensions and zero filling in F1 to yield a transformed 2D dataset of 2048 by 2048 points. Edited Hetero-nuclear single quantum correlation HSQC (pulse sequence HSQCEDETGP) with 256 increments, 32 transients, a 1.5 s relaxation delay, sweep width of 14 and 100 ppm, and offsets of 6.012 and 47 ppm was used. The data were processed on Topspin 3.2 using standard methods, with sine-squared apodization in both dimensions and zero filling in F1 to yield a transformed 2D dataset of 1024 by 1024 points.

### Multivariate analysis

For statistical analysis, optimized 1H-NMR spectra were automatically baseline-corrected and reduced to ASCII files using AMIX software (version 3.9.14; Bruker). The spectral intensities were normalized to total intensities and reduced to integrated regions of equal width (0.04 ppm) corresponding to the 0.5–10.00 ppm region. Because of the residual signals of water and maleic acid, regions between 4.7–5 ppm (water signal) and 5.9–6.1 ppm (maleic acid signal) were removed before analysis. The reduced and normalized NMR spectral data were imported into SIMCA (version 13.0.3, Umetrics AB, Umea Sweden). Pareto scaling was applied to bucket tables, and discriminant analysis (DA) such as Principal Component Analysis (PCA) and Partial Least Squares Discriminant Analysis (PLS-DA) were performed. SIMCA was used to generate all PCA, PLS-DA models, and plots. PCA was used to detect possible outliers and determine intrinsic clusters within the data set, while PLS-DA maximized the separation and facilitated the graphic visualization of differences and similarities between groups. The quality of PLS-DA models was determined by the goodness of fit (*R*^2^); the predictability was calculated on the basis of the fraction correctly predicted in one-seventh cross-validation (*Q*^2^).

### Metabolite identification

From PLS-DA loading plots, metabolites with higher loadings were identified. Signals with values of Variable Importance in Projection (VIP) higher than 1 were considered as significant, and further validated using *t*-test with Metaboanalyst. Metabolite identification was next performed using the open-access database NMR suite 8.1 (Chenomx Inc., Edmonton, Canada), the free web-based tool HMDB (http://www.hmdb.ca) and tables. Each metabolite identified was finally confirmed by performing peak correlation plots from 2D-NMR spectra (COSY and HSQC).

### Pathway analysis

The analyses of metabolic pathways were performed by Metaboanalyst (www.metaboanalyst.ca), using the Metabolic Set Enrichment Analysis (MSEA) with an Over Representation Analysis (ORA) algorithm.

### Measurement of extracellular acidification rates

Tubular epithelial cells were isolated from 2-week old wild-type and *Myc*^fl/fl^*Pax8rtTA*TetOCre mice, and grown in DMEM-F12 medium. Kidneys were dissected and sliced into pieces of 1 mm. After digestion in collagenase, DNAse, and proteinase at 37 °C, renal fragments were sieved through two nylon sieves with a pore size of 100 μm, and cultured in DMEM-F12 containing 5% FCS, penicillin and streptomycin, epidermal growth factor (EGF), insulin, transferrin, selenit, dexamethason, L-thyroxin, and HEPES. For knockout induction doxycycline was added into culture medium for 24 h (0.5 µg/ml) followed by a 24-h incubation period without doxycycline. For metabolic profiling, the culture medium was replaced with glucose-free XF24 Seahorse medium, and cells were incubated without CO_2_ at 37 °C for 1 h, followed by sequential addition of glucose (10 mM), oligomycin (4 µM), and 2-deoxy-D-glucose (50 mM) according to the recommendations of the manufacturer (Seahorse Bioscience). The ECAR values were normalized to the protein concentration in each well, determined at the end of the experiment.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

## Data Availability

The RNA sequencing data have been deposited in the GEO database under the accession code: GSE102044, the NMR data were deposited at MetaboLights (https://www.ebi.ac.uk/metabolights/). The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request.

# Supplementary material for: CXCL12 and MYC control energy metabolism to support adaptive responses after kidney injury
**Source:** Nat Commun. 2018 Sep 10;9:3660. doi: 10.1038/s41467-018-06094-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

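The table lists 876 terms, all with a q under 0.05 in the paper. The text of the table gives complete gene lists for 427 of them. Scored from the counts with each gene once, 401 of 427 such terms were higher in *Cxcl12* KO than in control kidneys, with a median difference of 0.084 log2 units. The paper chose these terms from the same kidneys, so the agreement in direction was largely fixed in advance. Positive regulation of neutrophil chemotaxis, one of the terms listed, was higher by 0.48 (exact permutation p = 0.089, adjusted 0.15) over 20 genes.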

Description: Up-regulated gene ontology (GO) enrichment terms, comparing Cxcl12 KO and control mice.

File Name: Supplementary Data 2

Description: Down-regulated gene ontology (GO) enrichment terms, comparing Cxcl12 KO and control mice.

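Of 965 terms in the table, 524 have a q under 0.05 in the paper. Of those with a complete gene list, 313 of 320 were lower in *Cxcl12* KO than in control kidneys when scored from the counts, with a median difference of -0.157 log2 units. Among the top 25 terms, 3 have mitochondria in their name. Terms overlap in their genes and were chosen by the paper from the same kidneys, so these are not independent tests.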

File Name: Supplementary Data 3

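For loss of *Myc*, 855 terms are listed with a q under 0.05 in the paper. All 392 terms with a complete gene list that could be scored from the counts were higher in *Myc* KO than in control kidneys, by a median of 0.192 log2 units. Because the paper picked the terms from these same kidneys, this agreement is no independent test. Retinoic acid metabolic process is listed in this table with the paper's q of 0.00062.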

Description: Up-regulated gene ontology (GO) enrichment terms, comparing Myc KO and control mice.

File Name: Supplementary Data 4

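This table has 935 terms, 575 of them with a q under 0.05 in the paper. From the counts, 323 of 326 such terms with a complete gene list were lower in *Myc* KO than in control kidneys, by a median difference of -0.134 log2 units. These terms too were picked from the same kidneys, which left their direction largely fixed. Of the top 25 terms, 17 name ribosomes, RNA or translation and 4 mitochondria.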

Description: Down-regulated gene ontology (GO) enrichment terms, comparing Myc KO and control mice.

File Name: Supplementary Movie 1

Description: Repair of a laser-induced injury by cell migration. Neighboring tubular epithelial cells migrate to repair the injured pronephros. Part of the pronephric duct of a two-day-old *NaK-atp1a1a.4:mCherry* transgenic embryo was ablated using a two-photon laser. The region was imaged over four hours using confocal microscopy. A summary of the direction and net track displacement is shown with green arrows. The non-injured cells flanking the gap migrate actively towards each other to close the gap caused by cell ablation. Note that cells anterior to the injury (left) reverse the direction of the posterior-to-anterior collective cell migration normally observed in two-day-old embryos.

File Name: Supplementary Movie 2

Description: Dual injuries of the pronephric duct of a two-day-old zebrafish embryo. The pronephric duct of a *NaK-atp1a1a.4:mCherry* transgenic embryo was simultaneously injured at two positions at 2 dpf, isolating a patch of cells form the rest of the duct. The region was imaged over four hours using confocal microscopy. The cells adjacent to the injury migrated towards each other until the integrity of the duct was reestablished. The flanking cells of the isolated patch migrated in opposite directions exhibiting similar net displacement, causing stretching and thinning up of the cells within the center of the patch. The forces exerted by the migrating ends seemed similar in both directions, indicated by the small net displacement of the cells in the center of the patch.

File Name: Supplementary Movie 3

Description: Comparison between collective cell migration and repair-induced migration A two-day-old *NaK-atp1a1a.4:h2b-gfp* transgenic embryo was mounted on the side to image both pronephric ducts simultaneously by confocal microscopy. The proximal (lower) duct was injured with a two-photon laser and the region was imaged over nine hours. While the cells of the non-injured duct as well as the cells posterior to the wounding continue their posterior-to-anterior collective migration, the cells anterior to the injury reverse their migration direction. Cell divisions are occasionally observed in both ducts.

File Name: Supplementary Movie 4

Description: Collective cell migration in *cxcl12a(-/-)* and *cxcr4b(-/-)* zebrafish embryos. Collective cell migration of pronephric tubular epithelium in *cxcr4b:H2B–RFP; cldnb:GFP* zebrafish larvae at 48 hpf shown for a *cxcl12a (+/-)* zebrafish embryo. The membranes of pronephric cells are labeled with GFP. The nuclei of *cxcr4b* expressing cells are labeled with RFP.

File Name: Supplementary Movie 5

Description: Quantification of pronephric collective cell migration The RFP signal from pronephric nuclei was used to generate a model of migration with Imaris. From the model quantitative data of migration was obtained for each track.

File Name: Supplementary Movie 6

Description: Cxcr4b up-regulation in leading cells. After laser ablation in *cxcr4b:cxcr4b-TagRFP-sfGFP; cdh17:GFP* larvae at 48 hpf, accumulation of mature Cxcr4b reporter (red) can be detected in the leading ends of the regenerating tubule (green). Accumulation of Cxcr4b positive cells can also be detected distally from the regenerating region.

File Name: Supplementary Movie 7

Description: *Cxcr4b* up-regulation in leading cells. Only the RFP signal of the *cxcr4b:cxcr4b-TagRFP-sfGFP* reporter (red) is shown.

File Name: Supplementary Movie 8

Description: Knockdown of *myca* impairs the repair response. Time-lapse video-microscopy revealed that depletion of *myca* prevented the reversal of the collective cell migration (proximal side of the pronephros), resulting in a failure of the pronephric duct cells on the proximal side to resume contact to the posterior cells.

File Name: Supplementary Movie 9

Description: No repair after knockdown of *myca* within 8 hours after injury. Time-lapse video-microscopy revealed that depletion of *myca* prevented the reversal of the collective cell migration (proximal side of the pronephros), resulting in a failure of the pronephric duct cells on the proximal side to resume contact to the posterior cells.

File Name: Supplementary Movie 10

Description: Cell migration speed of the posterior lateral line primordium. Time-lapse video-microscopy was performed for 2 hours. The leading cell was tracked over a period of 2 hours, acquiring an image every 8 minutes.

How the deposited data were processed for this re-analysis (not part of the article)

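The authors deposited raw read counts per gene for each kidney, made with Trimmomatic and STAR and not normalized, and these counts were used as deposited. The column that ignores the strand was taken for 45706 genes, of which 30346 had a count. Between 12918220 and 29749500 reads per kidney lay on genes. Gene names, positions, exon lengths and GC content were taken from GENCODE vM21 on GRCm38.

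Each cohort was filtered with filterByExpr, scaled by TMM and fitted with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. The difference between the KO effects of the 2 cohorts was fitted over all 18 kidneys. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Gene sets were scored as the mean of centred log2 CPM with a prior count of 2, and KO and control kidneys were compared by an exact permutation of the genotype, with the Benjamini-Hochberg method over 12 sets. Replicate blocks took the pairing from the replicate numbers of the labels. Alternatives used limma 3.58.1, DESeq2 1.42.0 and ComBat of sva 3.50.0. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

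The genes named in the text were chosen by a rule set before the files arrived: the target genes, the genes the paper names, the genes of the retinoid terms, and the 5 largest changes per direction among genes with an adjusted p under 0.05, a mean CPM of at least 1 and all KO kidneys on one side of the controls. Only the *Myc* cohort had genes of the last kind. Genes outside this rule are named only where their KO effect differed between the cohorts with an adjusted p under 0.05. The alternatives were other normalizations, filters, tests and count columns, a length and GC correction, replicate blocks and leaving out each kidney. The paper's results and supplementary tables had been read when these choices were made.

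The pipeline was tested on simulated data with 200 changed genes and 1 shifted gene set per cohort. It found 171 of 195 tested changed genes in the *Cxcl12* and 171 of 193 in the *Myc* design, 0 and 0 with the wrong sign. Of the genes called, 8.6% and 5.5% were false. Without simulated changes it called 0 and 0 genes. A simulated set shift of -0.5 log2 units was measured as -0.59 and -0.48. The simulated genes changed by 1 or 2 log2 units in either direction at a dispersion of 0.05. They were independent of each other, and no deeper group was simulated. The shares found therefore do not carry over to smaller changes or to correlated genes in the real data.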

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

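Single kidneys lay far from the others of their group in 6 of 105 groups, where chance gives 5.25, and 5 of them are given here. The ratio is the gap to the nearest kidney over the range of the group. The log2 of normalized CPM plus 1 was 5.766 for *Cyp1b1* in *Cxcl12* KO 4 (ratio 0.83) and 4.52 for *Rdh14* in *Cxcl12* KO 2 (ratio 0.92). In the same unit, *Bco2* had 2.115 in *Myc* KO 5 (ratio 0.85) and *Cxcl12* had 4.937 in *Myc* control 4 (ratio 0.76). The retinol metabolic process score of *Myc* KO 2 was 0.1081 (ratio 0.74). Each of these flags fell on another kidney. An exchange of a KO and a control kidney of one cohort was looked for in the target genes, after their values had been seen. The highest KO kidney had 0.9022 of the normalized CPM of the lowest control kidney for *Cxcl12* and 0.4633 for *Myc*, so no kidney lay on the other side. No biological explanation was tested for these kidneys.

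The KO effect differed between the cohorts, by edgeR's test of the difference itself, in 11 of 15903 genes. The log2 fold change in *Myc* KO minus that in *Cxcl12* KO kidneys differed for *Myc* by -1.828 (0.21 in *Cxcl12* and -1.61 in *Myc* KO, edgeR adjusted p = 0.00011), *Pvt1* by 1.659 (-0.14 in *Cxcl12* and 1.52 in *Myc* KO, edgeR adjusted p = 0.014), *Hlf* by 1.557 (-1.18 in *Cxcl12* and 0.38 in *Myc* KO, edgeR adjusted p = 0.014), *Hykk* by 1.348 (-0.67 in *Cxcl12* and 0.68 in *Myc* KO, edgeR adjusted p = 0.035), *Ranbp1* by -0.5305 (0.08 in *Cxcl12* and -0.44 in *Myc* KO, edgeR adjusted p = 0.035), *Gm13412* by 4.445 (edgeR adjusted p = 0.035), *Srm* by -0.8062 (-0.02 in *Cxcl12* and -0.82 in *Myc* KO, edgeR adjusted p = 0.038), *Flrt1* by 1.206 (-0.98 in *Cxcl12* and 0.23 in *Myc* KO, edgeR adjusted p = 0.038), *Npm1* by -0.6193 (0.14 in *Cxcl12* and -0.47 in *Myc* KO, edgeR adjusted p = 0.038), *Brix1* by -0.4979 (0.16 in *Cxcl12* and -0.34 in *Myc* KO, edgeR adjusted p = 0.038) and *Rdh11* by -0.6991 (0.34 in *Cxcl12* and -0.35 in *Myc* KO, edgeR adjusted p = 0.047). The numbers of 5 *Cxcl12* KO and of 5 *Myc* KO kidneys above their control mean were 5 and 0 for *Myc*, 1 and 5 for *Pvt1*, 0 and 5 for *Hlf*, 0 and 5 for *Hykk*, 4 and 0 for *Ranbp1*, 2 and 0 for *Srm*, 0 and 4 for *Flrt1*, 4 and 0 for *Npm1*, 5 and 0 for *Brix1*, 5 and 0 for *Rdh11*. *Gm13412* passed the filter only in the joint fit and rests on 1 to 4 counts in *Cxcl12* KO, 8 to 16 in *Cxcl12* control, 3 to 16 in *Myc* KO and 0 to 8 in *Myc* control kidneys. *Npm1* is uncertain because it shares sequence with pseudogenes. *Myc* itself is the excised gene of one cohort.

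Of 100 splits of the kidneys within the cohorts, 3 gave as many such genes, the real split included. With the deeper group as a covariate 133 genes passed, and with a length and GC correction 31 genes, both predictions being made after the result was seen. Each KO effect was taken against the control kidneys of its own cohort. A difference in handling between KO and control kidneys within a cohort was not tested. For *Hlf*, predictions were made before its tests. A shift of the clock phase of the *Cxcl12* KO kidneys was not seen in the contrast of clock genes (-0.32, exact permutation p = 0.5893). In the *Myc* cohort the contrast differed by 0.41 (exact permutation p = 0.10) and its evening clock genes by 0.60 (exact permutation p = 0.024). The clock contrast was not compared between the cohorts, so a share of the clock in the *Hlf* difference stays open. The *Hlf* difference was 2.08 outside the deeper group and 1.566 after the length and GC correction.

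Signals in genes that the paper does not discuss were the 5 largest rises among genes past the threshold in *Myc* KO kidneys, with all 5 KO kidneys above all 5 control kidneys. The log2 fold changes were *Pvt1* 1.523 (edgeR adjusted p = 0.00070), *Lif* 1.217 (edgeR adjusted p = 0.010), *Inhba* 1.186 (edgeR adjusted p = 0.029), *Slc6a14* 1.114 (edgeR adjusted p = 0.012) and *Chd5* 1.071 (edgeR adjusted p = 0.031). *Pvt1*, *Lif* and *Slc6a14* passed in all 10 fits that each left out 1 kidney, *Inhba* in 4 and *Chd5* in 3. With the replicate block, the edgeR adjusted p was 0.0051 for *Pvt1*, 0.0016 for *Lif*, 0.051 for *Inhba*, 0.051 for *Slc6a14* and 0.096 for *Chd5*. Among 100 splits of the 10 *Myc* kidneys, 2 gave as many genes as the 246 of the real split, itself included. The other one, *Myc* KO 1 and 2 with *Myc* control 1, 2 and 4 against the rest, gave 710 genes and had 1 kidney of the deeper group on one side and 3 on the other. With the deeper group as a covariate 954 genes passed, and after the length and GC correction 390, both predicted after the result was seen. *Pvt1* starts 47612 bases after the end of *Myc*. A candidate explanation, written before its test, was a change of the whole region around the *Myc* gene, but 0% of 5 other tested genes within 2 Mb rose with p under 0.05. A response of *Pvt1* to the loss of *Myc* may be the reason for its rise, which is a hypothesis that was not tested here.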

How the results depend on the processing

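Under every alternative, the OXPHOS, TCA cycle and retinoic acid scores of both cohorts kept their direction, and none reached an adjusted p under 0.05. The pairwise Kolmogorov-Smirnov value of retinoic acid metabolic process in the *Myc* cohort stayed above 0.05 under each of them, but with genes repeated in the up direction, a combination run after seeing the data, it was 0.00026 (exact permutation p = 0.15). A comparison of the 2 KO and 2 control kidneys of the deeper group in the *Myc* cohort, made after seeing the data and not counted among the alternatives, had the opposite direction for retinoic acid (-0.025 against 0.135). All alternatives set before the files arrived were run. The deeper group as a covariate, the kidneys outside it and the permutation inside and outside it were chosen after seeing the data.

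The number of genes with an adjusted p under 0.05 changed most. DESeq2, which fits other dispersions and filters after the test, gave 358 genes for *Cxcl12*, 1035 for *Myc* and 313 for the difference between the cohorts, against 0, 246 and 11. The length and GC correction, which removes a trend over genes from each kidney, gave 19, 390 and 31. The deeper group as a covariate, which takes its difference out of the residual, gave 123, 954 and 133. Fitting all 18 kidneys, which adds residual degrees of freedom, gave 25 and 683 genes for *Cxcl12* and *Myc*, and library size alone, which leaves differences in composition, gave 17 and 391. For *Cxcl12*, no filter gave 214 genes, at least 10 counts in every kidney 14 and the first-strand column 9. The replicate block left 18 genes for *Myc*, and the replicate block with the length and GC correction, which has the same degrees of freedom, 165, of which 120 were among those of the main fit. Across the fits that each left out 1 kidney, the numbers ran from 0 to 15 for *Cxcl12*, from 21 to 877 for *Myc* and from 1 to 75 for the difference.

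The retinol score of the *Myc* cohort reversed to 0.0093782 with at least 10 counts in every kidney, which drops genes with few counts, and limma's camera had the opposite direction with an adjusted p of 0.92634. Leaving out 1 kidney moved the retinol score of the *Cxcl12* cohort from -0.12468 to 0.014497, the mitochondrially encoded mRNAs of the *Myc* cohort from -0.010596 to 0.11425 and glycolysis in the *Myc* cohort from -0.055066 to 0.040636, which reversed to 0.0011939 with at least 10 counts. The pairwise Kolmogorov-Smirnov value of retinoic acid metabolic process in the *Cxcl12* cohort was 0.051527 without a filter, which adds genes with few counts to the background, and ran from 0.0064974 to 0.064386 with 1 kidney left out. For retinol metabolic process, repeating genes as listed, which enlarges the set without new genes, gave 0.0020905 in the *Cxcl12* and 0.0015896 in the *Myc* cohort, and leaving out 1 kidney gave values from 0.028215 to 0.7452 in the *Cxcl12* cohort.

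The silhouette width of the *Cxcl12* cohort was 0.27855 after ComBat and 0.42081 outside the deeper group, where 3 kidneys against 3 cannot go below an exact p of 0.1, and ran from 0.32666 to 0.46997 with 1 kidney left out. In the *Myc* cohort it was -0.11181 with the 500 most variable genes and ran from -0.062082 to 0.17781 with 1 kidney left out. Outside the deeper group the *Myc* width was 0.29443, with the same limit of an exact p of 0.1. The correlation of fold changes between the cohorts was 0.56874 over genes past the threshold in either cohort, a selection of large changes, and ran from 0.23901 to 0.36193 with 1 kidney left out.

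Of the single genes in the *Cxcl12* cohort, the replicate block, which leaves out 2 KO kidneys, reversed *Aldh1a2* to 0.02587, *Aldh1a3* to 0.060628, *Aldh8a1* to -0.3513 and *Cyp26b1* to 0.032116. Leaving out 1 kidney reversed genes in the *Cxcl12* cohort (log2 fold changes of *Adh1* from -0.37179 to 0.11553, *Aldh1a1* from -0.68804 to 0.27575, *Aldh1a2* from -0.45431 to 0.057659, *Aldh1a3* from -0.27652 to 0.13326, *Aldh8a1* from -0.1121 to 0.13718, *Lrat* from -0.45783 to 0.1244, *Rdh10* from -0.038036 to 0.17604) and in the *Myc* cohort (*Aldh1a1* from -0.35161 to 0.089399, *Aldh8a1* from -0.18791 to 0.033999, *Cyp26b1* from -0.14299 to 0.50612, *Dhrs3* from -0.029657 to 0.11182, *Ttr* from -0.33312 to 0.21047). Among other single genes and sets, 42 values became weaker and 16 stronger. The depth limits genes with few counts, such as *Bco2* with 30 to 69 counts in the *Cxcl12* cohort. Another 6 genes, mitochondrially encoded mRNAs, could not be scored, with at most 11 counts against at least 39361 for the 7 scored. Depth alone does not account for this gap, and its cause was not tested.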

Differences from the paper's values

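For *Aldh8a1* in *Cxcl12* KO kidneys the paper's log2 fold change is -0.02 and the value computed here was 0.012689. Of the alternatives set before the files arrived, the replicate block (-0.3513) and leaving out *Cxcl12* KO 4 (-0.10401), *Cxcl12* KO 5 (-0.1121) or *Cxcl12* control 2 (-0.040092) gave the sign of the paper. DESeq2 (0.016548), no filter (0.015682), the length and GC correction (0.018848) and leaving out any other kidney did not.

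For retinoic acid metabolic process in the down direction in the *Cxcl12* cohort, the paper's p is 1.83594e-07 and the combined pairwise value here was 0.0098852, with an exact permutation p, a test added after the data were seen, of 0.14 over the kidneys. None of the alternatives set before the files arrived closed the gap, neither genes repeated as listed (1.2221e-05) nor another statistic (0.044411), no filter (0.051527) or leaving out 1 kidney. For retinol metabolic process in the *Cxcl12* cohort the paper's p is 0.00140829 and the value here was 0.16005 (exact permutation p = 0.30). With genes repeated as listed the value was 0.0020905, within the margin of the paper's, while another statistic (0.45623), no filter (0.29807) and leaving out 1 kidney did not close the gap. For retinol metabolic process in the *Myc* cohort the paper's p is 0.000765576 and the value here was 0.25917 (exact permutation p = 0.34). Genes repeated as listed (0.0015896), another statistic (0.37709), no filter (0.27632) and leaving out 1 kidney did not close this gap.

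The paper states that KO and WT mice separated clearly in the principal component analysis. Its methods include a calibration for batch effects, while the components of each cohort here were computed without one. In the *Myc* cohort the silhouette width was 0.075 (exact permutation p = 0.18), although a slanted line chosen afterwards can part the genotypes in the plane of both components. Among the *Myc* kidneys outside the deeper group, a split made after seeing the data, it was 0.29 (exact permutation p = 0.10, the smallest possible there). The paper states that loss of either gene suppressed retinoic acid-associated expression. In *Myc* KO kidneys the retinoic acid score was higher by 0.135 (exact permutation p = 0.16), and the term stands among the up-regulated terms of the paper's Supplementary Data 3, with the paper's p of 0.000139236 there. The combined value in the up direction was 0.071 (exact permutation p = 0.12), and 0.00026 with genes repeated as listed, a setting run after seeing the values (exact permutation p = 0.15). The paper states that retinol metabolic processes were significantly reduced by either loss, where the score differed by -0.068 (exact permutation p = 0.45) in *Cxcl12* and by -0.025 (exact permutation p = 0.58) in *Myc* KO kidneys.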

Other observations

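The panel of sets, the tests and most alternatives were fixed before the count files arrived. Depths, mapping shares, CPM of several genes and the principal components of all 18 kidneys had been looked at before any prediction below was written. Predictions for the splits, for the length and GC correction of OXPHOS and of the cytosolic ribosome, for *Pvt1* and for *Hlf* were made before their own test, and all others after the result was seen.

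In the *Cxcl12* cohort the real split gave 0 genes, so all 56 splits of the 8 kidneys had to give at least as many. No conclusion can be drawn from that comparison. The split of *Cxcl12* KO 1 and 2 with the 3 control kidneys against *Cxcl12* KO 3, 4 and 5 gave 34 genes, and it has all deeper kidneys of the cohort on one side. With the deeper group as a covariate 123 genes passed. Because both deeper kidneys are KO, the sequencing difference and the genotype cannot be told apart in full.

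The lower OXPHOS score of *Cxcl12* KO kidneys (-0.169) fell in size to -0.07737 after the length and GC correction. The score of 14 proximal tubule marker genes, a list added after the files arrived with its prediction made after the result was seen, differed by -0.3069 (exact permutation p = 0.018, the smallest that this design allows), with 14 of 14 genes lower and all KO below all control kidneys. The OXPHOS difference was -0.1696 without the few genes that take most counts and -0.1133 outside the deeper group. The distal nephron marker genes, also a list added after the files arrived, were lower as well, by 0.407 (exact permutation p = 0.18, 7 of 8 genes). Among the KO kidneys the OXPHOS score did not follow the proximal marker score. *Cxcl12* KO 3 had the lowest marker score of them (-0.21) and the highest OXPHOS score (0.06), and *Cxcl12* KO 1 had the highest marker score (-0.03) and the second lowest OXPHOS score (-0.10). Of these 2 kidneys, only *Cxcl12* KO 1 belongs to the deeper group. In *Cxcl12* control 3, 1 and 2 both scores had the same order, with marker scores of 0.30, 0.15 and 0.13 and OXPHOS scores of 0.17, 0.12 and 0.03. The length and GC correction reduced the lower OXPHOS score but did not remove it, with -0.077 left (exact permutation p = 0.14). How much of the lower score reflects a trend with gene length and GC content stays open. Fewer proximal tubule cells were neither shown nor ruled out.

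In the *Myc* cohort the OXPHOS difference (-0.142, exact permutation p = 0.29 over all kidneys and 0.050 when permuted only inside and outside the deeper group, adjusted 0.15) was -0.1021 after the length and GC correction, -0.1418 without the few genes that take most counts and -0.191 outside the deeper group. The proximal tubule marker score differed by 0.0964 in the other direction (exact permutation p = 0.43). The KO effect on the cytosolic ribosome differed between the cohorts by -0.328 (exact permutation p = 0.023, adjusted 0.14), by -0.376 after the length and GC correction and by -0.4216 outside the deeper group. These genes share reads with pseudogenes, which was not tested.

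*Cxcr4* had a log2 fold change of 0.57 in *Cxcl12* KO (edgeR adjusted p = 0.37, 5 of 5 KO kidneys above the control mean) and 0.78 in *Myc* KO kidneys (edgeR adjusted p = 0.068, 5 of 5). In *Myc* KO kidneys the adjusted p of *Cxcr4* from edgeR was 0.044 with the replicate block, whose pairing is taken from the labels, 0.048 with the deeper group as a covariate and 0.048 with the length and GC correction, and that from DESeq2 was 0.0058, so its side of the 0.05 threshold depends on the model. *Lcn2*, which encodes NGAL, had 0.84 (edgeR adjusted p = 0.11, 5 of 5) and 0.39 (edgeR adjusted p = 0.27, 5 of 5). In *Cxcl12* KO kidneys the threshold for *Lcn2* depended on the model too. Its adjusted p from edgeR was 0.019 with the deeper group as a covariate (log2 fold change 1.02, which rests on the kidneys outside that group because it holds no *Cxcl12* control), 0.013 without a filter, 0.065 with the length and GC correction and 0.19 with the replicate block, and that from DESeq2 was 0.00068. *Ackr3* had -0.33 (edgeR adjusted p = 0.39, 4 of 5 below the control mean) and -0.38 (edgeR adjusted p = 0.16, 5 of 5 below). The neutrophil chemotaxis score differed by 0.29 in *Myc* KO kidneys (exact permutation p = 0.13, adjusted 0.38). Besides *Myc* itself, the largest falls past the threshold in *Myc* KO kidneys, with all 5 KO below all 5 control kidneys, were *Fut1* -1.84 (edgeR adjusted p = 0.043), *Smpdl3b* -1.36 (edgeR adjusted p = 0.022), *Hpdl* -1.26 (edgeR adjusted p = 0.034), *ENSMUSG00000063018* -1.02 (edgeR adjusted p = 0.014). Of 10 fits that each left out 1 kidney, *Fut1* passed in 2, *Hpdl* in 3, *Smpdl3b* in 5 and *ENSMUSG00000063018* in 7. With the replicate block, the edgeR adjusted p was 0.095, 0.086, 0.016 and 0.058 for these genes in the same order. The evening clock genes differed by 0.60 in the *Myc* cohort (exact permutation p = 0.024), which was not predicted and is 1 of several comparisons.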
